# Cell nonautonomous roles of NHR‐49 in promoting longevity and innate immunity

**DOI:** 10.1111/acel.13413

**Published:** 2021-06-22

**Authors:** Nikki Naim, Francis R. G. Amrit, Ramesh Ratnappan, Nicholas DelBuono, Julia A. Loose, Arjumand Ghazi

**Keywords:** ageing, *C. elegans*, cell non‐autonomous, health span, immunity, longevity, NHR‐49, stress response

## Abstract

Aging and immunity are inextricably linked and many genes that extend life span also enhance immunoresistance. However, it remains unclear whether longevity‐enhancing factors modulate immunity and longevity by discrete or shared mechanisms. Here, we demonstrate that the *Caenorhabditis elegans* pro‐longevity factor, NHR‐49, also promotes resistance against *Pseudomonas aeruginosa* but modulates immunity and longevity distinctly. NHR‐49 expression increases upon germline ablation, an intervention that extends life span, but was lowered by *Pseudomonas* infection. The immunosusceptibility induced by *nhr*‐*49* loss of function was rescued by neuronal NHR‐49 alone, whereas the longevity diminution was rescued by expression in multiple somatic tissues. The well‐established NHR‐49 target genes, *acs*‐*2* and *fmo*‐*2*, were also differentially regulated following germline elimination or *Pseudomonas* exposure. Interestingly, neither gene conferred immunity toward Gram‐negative *Pseudomonas*, unlike their known functions against gram‐positive pathogens. Instead, genes encoding antimicrobial factors and xenobiotic‐response proteins upregulated by NHR‐49 contributed to resistance against *Pseudomonas*. Thus, NHR‐49 is differentially regulated by interventions that bring about long‐term changes (life span extension) versus short‐term stress (pathogen exposure) and in response it orchestrates discrete outputs, including pathogen‐specific transcriptional programs.

## 1 INTRODUCTION

Recent advances in aging research have led to a shift in focus from increasing life span to improving health span, a concept that encompasses measures of physiological health, including stress resistance (Keith et al., 2014; Melov, 2016; Richardson et al., 2016; Sierra, 2016). A strong positive correlation exists between longevity and stress resistance in model organisms and in nature, and many genes that increase life span have been reported to enhance stress resilience (Epel & Lithgow, 2014; Kirkwood et al., 2000; Murakami, 2006; Zhou et al., 2011). However, descriptions of long‐lived mutants that do not exhibit elevated stress resistance, and *vice versa*, are reported in literature along with instances of pro‐longevity genes that do not alter stress resistance (Arum & Johnson, 2007; Dues et al., 2017; Meissner et al., 2004). Recently, we and others have identified genes that promote longevity but repress stress resilience demonstrating that these attributes are physiologically distinct (Amrit et al., 2019; Kew et al., 2020). Nonetheless, a large fraction of known pro‐longevity genes promote stress resistance (Zhou et al., 2011), but whether they govern these processes by shared or distinct mechanisms remains largely unknown.

Immunity is central to an organism’s stress response and thus an integral measure of health span (Keith et al., 2014; Richardson et al., 2016). Age‐related increase in disease susceptibility occurs across species, including in humans (Nikolich‐Zugich, 2018), as demonstrated by the COVID‐19 pandemic’s disproportionate impact on the elderly (Cunha et al., 2020). While both the adaptive and innate immune systems undergo age‐associated changes, the latter is a major focus of contemporary aging biology as inflammaging, a derailment of innate immunity causing chronic inflammation, has been postulated to underlie age‐related pathologies (Franceschi & Campisi, 2014; Fulop et al., 2018, 2019). Moreover, longevity‐promoting genes and drugs such as FOXO3A and Metformin, respectively, have been shown to ameliorate the inflammaging profile of older immune cells toward that of a younger cohort (Bharath et al., 2020; Leavy, 2014; Lee et al., 2013). To what extent such genes and drugs modulate immune status directly is unclear and has topical relevance to human aging biology.

Studies in the nematode, *Caenorhabditis elegans*, have been instrumental in identifying fundamental aging mechanisms, including the discovery that signals from the reproductive system influence life span and stress resistance (Amrit & Ghazi, 2017a). In worms, removal of a population of totipotent germline‐stem cells (GSCs) increases life span dramatically (Hsin & Kenyon, 1999). GSC‐less animals also display extraordinary metabolic adaptability and resilience against stressors such as heat, DNA damage or infections by gram‐positive and gram‐negative pathogens (Alper et al., 2010; Amrit & Ghazi, 2017a). The increased longevity of GSC‐less worms is attributable to a network of transcription factors activated in somatic cells, including DAF‐16, worm homolog of FOXO3A (Amrit & Ghazi, 2017a; Ziv & Hu, 2011). Similar phenomena observed in other species such as flies and mice (Benedusi et al., 2015; Cargill et al., 2003; Flatt et al., 2008; Mason et al., 2009) as well as human population studies (Levine et al., 2016; Min et al., 2012) suggest that the reproductive control of aging may be widespread in nature and involve conserved genetic mechanisms (Lunetta et al., 2007; Pelosi et al., 2013; Vilchez et al., 2012). Previously, we identified a group of nuclear hormone receptors (NHRs) critical for GSC‐less longevity, including NHR‐49 (Ratnappan et al., 2014), worm functional homolog of the vertebrate energy/metabolism regulator, and peroxisome proliferator‐activated receptor alpha (PPARα). We showed that NHR‐49 coordinately upregulates the expression of genes involved in fatty acid β‐oxidation as well as lipid desaturation and elongation to preserve lipid homeostasis and promote longevity (Ratnappan et al., 2014). NHR‐49 also orchestrates the transcriptional responses to acute starvation and oxidative stress (Goh et al., 2018; Van Gilst, Hadjivassiliou, & Yamamoto, 2005). But, whether NHR‐49 promotes pathogen resistance in GSC‐less worms is unknown.

In worms and other organisms, many cell nonautonomous regulators of longevity and stress resistance, including immunoresistance, have been identified (Hoffman & Aballay, 2019; Medkour et al., 2016; Morimoto, 2020; Wani, 2020). For instance, DAF‐16/FOXO3A is sufficient in intestinal cells to confer longevity on GSC‐less worms (Libina et al., 2003) and *Drosophila* dFOXO in the fat body increases life span (Hwangbo et al., 2004). But, intestinal DAF‐16 cannot rescue the heat resistance of GSC‐less animals and provides little life span benefit to mutants of the insulin/IGF1 receptor, *daf*‐*2*, whose longevity is also completely reliant upon it (Kenyon et al., 1993; Libina et al., 2003). Thus, site‐of‐action and physiological context are both critical in determining gene function (Amelio & Melino, 2020; Ben‐David & Amon, 2020; Uschner & Klipp, 2019). Neuronal NHR‐49 promotes longevity mediated by AMP‐activated protein kinase, AMPK (Burkewitz et al., 2015). But, where the protein acts to modulate life span in GSC‐less animals, or the stress response pathways it controls, remains unstudied.

In this study, we describe a role for NHR‐49 in the innate immune response against the gram‐negative pathogen *Pseudomonas aeruginosa* in long‐lived, GSC‐less animals as well as normal, fertile adults. We demonstrate that NHR‐49 is differentially influenced by GSC loss versus pathogen exposure. While NHR‐49 expression in any somatic tissue rescued longevity, only neuron‐derived protein could promote pathogen resistance in multiple genetic backgrounds. These distinct regulatory effects also extended to the expression of well‐established NHR‐49 target genes, *acs*‐*2*, and *fmo*‐*2*, neither of which were required to defend against *P*. *aeruginosa*, unlike their known roles against other pathogens (Dasgupta et al., 2020; Wani et al., 2021). Instead, NHR‐49 targets encoding antimicrobial factors and xenobiotic‐response proteins contributed toward *Pseudomonas* resistance. Overall, our data suggest that NHR‐49 directs distinct responses to short‐term stimuli such as pathogen attack versus long‐term life span changes and orchestrates pathogen‐specific transcriptional programs.

## 2 RESULTS

### 2.1 NHR‐49 co‐regulates with DAF‐16 and TCER‐1 the expression of genes essential for germline‐less longevity

Previously, we demonstrated that *nhr*‐*49* inactivation abrogates the enhanced life span of temperature sensitive, sterile *glp*‐*1* mutants (Arantes‐Oliveira et al., 2003), a well‐established model for GSC‐less longevity (Amrit & Ghazi, 2017a). To identify the transcriptional changes orchestrated by NHR‐49 upon GSC removal, we compared the transcriptomes of *glp*‐*1* versus *nhr*‐*49*;*glp*‐*1* mutants using RNA‐Seq. 

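RNA-Seq libraries were made from Day 2 adults of glp-1 mutants (strain CF1903) and nhr-49;glp-1 mutants (strain AGP22), with 4 libraries of each strain in the labels and 3 biological replicates in the paper's methods. The authors counted 75 base pair paired-end reads per gene with the CLC Genomics Workbench and deposited 1 score per gene and library, which follows the natural log of the gene's read count scaled to the most abundant gene of that library. The scores were decoded to whole reads, exactly for low counts and otherwise to within 0.691% from rounding and 1.67% from the scale of a library, and gave between 12940025 and 17407552 reads per library. Reads were scaled by the trimmed mean of M values to a common depth (CPM), and 12032 genes with a mean of at least 1 CPM over the 8 libraries were tested by limma with an intensity trend on log2(CPM + 1). Fold changes are given as nhr-49;glp-1 over glp-1 on that scale, which understates the change of genes with few reads, so that a gene of the UP class has a negative value. A gene was called when its fold change exceeded 2 in either direction and its Benjamini-Hochberg adjusted p was under 0.05. The mutated gene nhr-49 (WBGene00003639, chromosome I, 9869663 to 9874676) had 57.1 ± 1.71 CPM (SD, n = 4) in nhr-49;glp-1 and 110.2 ± 9.16 CPM (SD, n = 4) in glp-1, a log2 fold change of -0.93 (standard error 0.08, limma adjusted p = 5.4e-06). Its libraries did not overlap between strains (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 libraries allow). This p takes the 4 libraries of a strain as independent, which the 3 biological replicates of the paper's methods leave open. Reads from the rest of an allele can still be counted on a mutated gene. The log2 fold change of glp-1, mutated in both strains, was -0.30 (standard error 0.15, limma adjusted p = 0.127). The paper's methods give a different glp-1 allele for each strain. Differences between the strains can therefore stem from nhr-49, from the glp-1 allele or from other strain background.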

We found that NHR‐49 controlled the transcriptional upregulation of 1,120 genes (UP class) and downregulation of 1,140 genes (DOWN class) in *glp*‐*1* mutants (Figure S1a, Table S1a,b). 

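In these libraries, 691 genes were called lower in nhr-49;glp-1 than in glp-1 and 751 were called higher, out of 12032 genes tested. The count moved most when the fold threshold was removed, to 2642 lower and 2844 higher genes. With total-count scaling in place of the trimmed mean, a choice made after the data were seen, 506 genes were lower and 1004 higher, and the median of all genes moved by 0.20 on the log2 scale. With 1 CPM added, the largest falls among genes that met the naming criteria were those of cyp-14A3 (log2 fold change -6.71), cpt-5 (-6.69), cyp-25A1 (-6.62), spp-12 (-6.51) and dhs-2 (-6.14). The largest rises on that scale were those of ZK218.5 (6.63), F33H12.7 (6.25), B0024.4 (5.83), T27C5.8 (5.70) and ins-7 (5.60). Both orders depend on the pseudocount. At 0.01, clec-190 (-12.06), col-135 (-11.70) and fat-7 (-10.87) fell more than these 5, and T27C5.8 (11.61) rose more than ZK218.5 (9.00). The value of B0024.4 was 5.17 without replicate 1 of glp-1, 5.24 without replicate 2 of glp-1, 6.82 without replicate 3 of glp-1 and 6.64 without replicate 3 of both strains. T27C5.8 had 1 read over the 4 glp-1 libraries and 3670 over the 4 nhr-49;glp-1 libraries, a ratio of 3093 with a 95% exact interval of 555 to 122207 that covers counting error only. Of the 1120 genes in the paper's Table S1a, 876 passed the minimum of 1 CPM, all 876 were lower in nhr-49;glp-1 and 687 were called. Table S1 itself rests on these libraries, so the comparison is not an independent one. From the genes that differ between the strains, the paper states that NHR-49 controls the UP and DOWN classes in glp-1 mutants.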

Since our previous studies had shown that *nhr*‐*49* is transcriptionally upregulated upon GSC loss by the joint action of two transcription factors, DAF‐16 and TCER‐1 (Ratnappan et al., 2014), we examined the overlap between NHR‐49 UP and DOWN targets with genes whose expression is altered by DAF‐16 and/or TCER‐1 in *glp*‐*1* mutants (Amrit et al., 2016). Strikingly, 53% of genes upregulated in *glp*‐*1* mutants *jointly* by DAF‐16 and TCER‐1 (JOINT UP) (Amrit et al., 2016) were also identified within the NHR‐49 UP class (65/123, R factor 8.3, *p* < 4.853e‐45) (Figure 1a). The overlap with genes specifically upregulated by either of these proteins was also significant ranging from ~24% (DAF‐16 UP) to ~40% (TCER‐1 UP) (Figure S1b). The NHR‐49 DOWN class also showed a much higher overlap with the genes jointly downregulated by DAF‐16 and TCER‐1 (JOINT DOWN) (~36%, 26/73, R 5.5, *p* < 2.094e‐13) (Figure 1a) as compared to genes specifically downregulated by either factor alone (Figure S1b). Notably, 35 of these NHR‐49 UP genes were identified in our previous studies as being essential for *glp*‐*1* mutants’ longevity (Figure S1c) (Amrit et al., 2016; Ratnappan et al., 2014). Hence, our RNA‐Seq analysis identified NHR‐49‐dependent, functionally relevant genes essential for the life span extension induced by GSC loss.

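All 35 genes of Figure S1c were measured, and all 35 had a lower mean in nhr-49;glp-1. Of these, 33 were called lower and 34 passed the adjusted p threshold of limma. For 33 genes the libraries did not overlap between strains, which a random split gives for 2.86% of genes not chosen for a difference, as these were. The median log2 fold change over the list was -2.70, the largest fall with 1 CPM added was that of cyp-25A1 (-6.62, standard error 0.20, limma adjusted p = 4.3e-09) and the smallest that of cyp-29A4 (-0.82, standard error 0.46, limma adjusted p = 0.171). The other gene not called was ugt-25 (-0.93, standard error 0.32, limma adjusted p = 0.0351). A threshold of 4-fold left 25 called genes. At the 2-fold threshold, total-count scaling, chosen after the data were seen, gave the fewest, 31, and leaving out replicate 2 of glp-1 gave the most, 35. The list holds genes of the paper's UP class, which rests on these libraries, so the tally is not independent evidence.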

**FIGURE 1:**
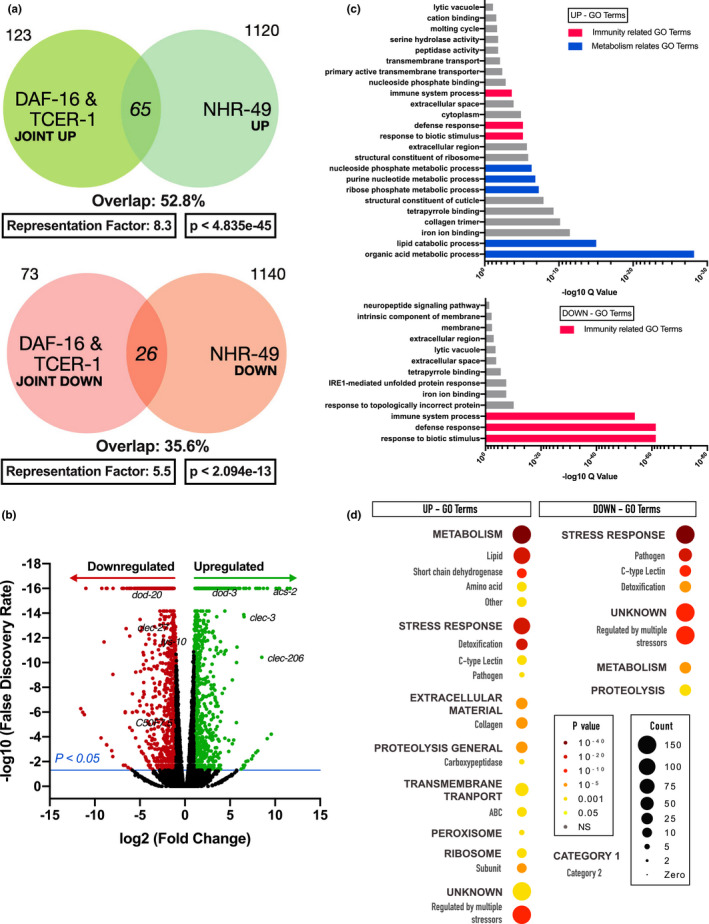
NHR‐49 dictates a transcriptome upon germline loss that is enriched for innate immunity genes. (a) Venn diagram comparing the genes upregulated (top, 1,120) and downregulated (bottom, 1,140) by NHR‐49 in *glp*‐*1* mutants with genes jointly upregulated (top, 188) and downregulated (bottom, 99) by DAF‐16 and TCER‐1 following germline loss (Amrit et al., 2016). (b) Volcano plot of gene expression changes between *glp*‐*1* and *nhr*‐*49*;*glp*‐*1* animals. Differentially expressed genes highlighted as red (NHR‐49 DOWN) and green (NHR‐49, UP). Absolute log fold change >2, *p* value <0.05 and FDR of <2. Immune‐gene classes and factors discussed in this study are labeled. (c) Wormbase Gene Set Enrichment Analysis (GSEA) of NHR‐49 targets identified metabolism (blue) and stress response (red) categories as being enriched. (d) Gene ontology (GO) term analysis using WormCat, a *C*. *elegans* identified pathogen response as one of the most enriched terms in both the UP class and DOWN Class

### 2.2 NHR‐49 widely modulates the expression of innate immunity genes

Based on NHR‐49’s known roles in regulating fat metabolism (Goh et al., 2018; Svensk et al., 2013; Van Gilst, Hadjivassiliou, Jolly, et al., 2005), we anticipated its targets to be enriched for lipid metabolic functions. 

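Gene names were grouped into 20 families to follow metabolic and immune functions in the RNA-Seq data, since most gene lists of the GO analysis are incomplete in the copy used here. Called genes were compared with all other tested genes by 2-sided Fisher's exact tests, adjusted over 40 tests of families and directions. Fisher's test counts each gene as independent. Members of a family that lie side by side may not be, so its p-values can be too small. Among 50 beta-oxidation enzymes by name, 15 were called lower in nhr-49;glp-1 against 2.87 expected (adjusted p = 5.7e-07) and 8 were called higher (adjusted p = 0.0220). Of 14 lipases, 7 were lower (adjusted p = 1.7e-05), as were 6 of 11 peroxins (adjusted p = 4.2e-05) and 5 of 14 fatty acid desaturases and elongases (adjusted p = 0.00188). The median log2 fold change was -0.55 for beta-oxidation enzymes, -0.95 for lipases, -1.16 for peroxins and -0.56 for desaturases and elongases. The lipase median ranged from -0.99 to -0.46 with libraries left out and was -0.26 without a filter. These 4 families were among 12 of 20 past the threshold of limma's camera test with a preset correlation between genes, and all 12 also passed with fry. Lipases no longer passed with a minimum mean of 5 CPM (adjusted p = 0.111) and without replicate 3 of both strains (adjusted p = 0.0516), nor did desaturases and elongases with quantile normalization (median -0.25, adjusted p = 0.0694). With the correlation estimated from the data 0 passed, the lowest adjusted p being 0.0557, and 3 of 35 splits of the 8 libraries gave at least 12 families, the other 2 with 3 libraries of 1 strain in each group. The paper's Table S1 lists 17 UP genes under fatty acid beta-oxidation. All 17 were called lower here, with a median log2 fold change of -1.98, and the gene with the largest change with 1 CPM added was K09H11.1 (-5.02). The table drew its genes from these libraries.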

Gene Ontology (GO) analysis of the RNA‐Seq data (Amrit & Ghazi, 2017b) revealed that, while metabolic functions were indeed highly represented among NHR‐49 targets, some of the most enriched GO terms related to stress response, especially immune response (Figure 1b,c). Analysis of this data through WormCat, a *C*. *elegans* bioinformatics platform that allows greater refinement of functional categories within enriched groups (Holdorf et al., 2020), substantiated these observations. Within the UP class, stress response, particularly pathogen response, was the second‐most enriched category, and within the DOWN class, it was the most enriched one (Figure 1d). 

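Families with antimicrobial members changed in both directions. Of 110 C-type lectins tested, 22 were called lower in nhr-49;glp-1 (6.32 expected, Fisher's exact test adjusted p = 1.1e-06) and 33 were called higher (6.87 expected, adjusted p = 4.5e-13), with a median log2 fold change of 0.30, also with the member without reads in a strain at its bound, and of 0.18 to 0.47 with libraries left out, 0.0187 without a filter and 0.51 under total-count scaling. Past the adjusted p threshold were 75 lectins over all genes tested and 76 adjusted over the list alone. Of 13 lysozymes, 3 were lower (adjusted p = 0.0560) and 6 higher (adjusted p = 1.9e-04). Of 11 caenacins and antibacterial factors, 0 were lower and 4 higher (adjusted p = 0.00734). Of 20 genes named dod or dct, 4 were lower (adjusted p = 0.0435) and 7 higher (adjusted p = 3.6e-04). The F-box A proteins, included as a comparison family, had 21 of 105 members higher (adjusted p = 7.3e-06) and 4 lower. In the main comparison they passed the camera test for a shift in 1 direction (adjusted p = 3.1e-04). C-type lectins (0.155), lysozymes (0.738), caenacins and antibacterial factors (0.192) and dod and dct genes (0.593) did not pass camera. Of these, only caenacins and antibacterial factors passed with fry (adjusted p = 0.0244). C-type lectins passed camera without replicate 3 of both strains (adjusted p = 0.0319). The paper's Table S1a lists 16 UP genes under defense response to bacterium, and all 16 were called lower here with a median log2 fold change of -1.80. The longer lists of that table are incomplete in the copy used and were not tallied. Members of such families have similar sequences, and how reads matching several genes were counted is not stated, so single members are uncertain. Neighbouring members also changed together, such as 5 lectins from clec-67 to clec-72, so the Fisher p-values can be too small.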

Notably, 33 of the top 100 genes within the NHR‐49 UP class were included in previous studies examining gene expression changes in worms infected by the human opportunistic pathogen *Pseudomonas* *aeruginosa* (Figure S2) (Dasgupta et al., 2020; Fletcher et al., 2019; Troemel et al., 2006; Twumasi‐Boateng & Shapira, 2012) propelling us to assess NHR‐49’s role in response to this pathogen.

### 2.3 NHR‐49 contributes toward defense against P. aeruginosa infection

We tested the impact of *nhr*‐*49* inactivation on survival following infection with *P*. *aeruginosa* strain PA14 (henceforth PA14) using the Slow Killing (SK) paradigm, wherein PA14 causes *C*. *elegans* to die over the course of several days (Keith et al., 2014; Powell & Ausubel, 2008). As previously reported, *glp*‐*1* mutants survived significantly longer than wild‐type (WT) adults (Alper et al., 2010; Evans et al., 2008). However, in *nhr*‐*49*;*glp*‐*1* mutants this resistance was abrogated. *nhr*‐*49* single mutant's survival was significantly reduced on PA14 compared with WT as well (Figure 2a). We then asked if NHR‐49 hyperactivation increased immunoresistance and obtained equivocal results. Mutants carrying an NHR‐49 gain‐of‐function *(gof)* allele, *et7* (Lee et al., 2016; Svensk et al., 2013), exhibited significantly increased survival ranging from 2% to 15% in three of six trials (Figure 2b, Table S2a). Similarly, supplementation of worm food with Fenofibrate, a PPARα agonist and widely prescribed, lipid‐lowering drug (Tenenbaum & Fisman, 2012), also increased the survival of worms modestly in an *nhr*‐*49*‐dependent manner but in five of eight trials, whereas in two trials survival was reduced (Figure 2c, Table S2b). Taken together, these data suggested that NHR‐49 promoted immunoresistance against pathogenic *P*. *aeruginosa*.

**FIGURE 2:**
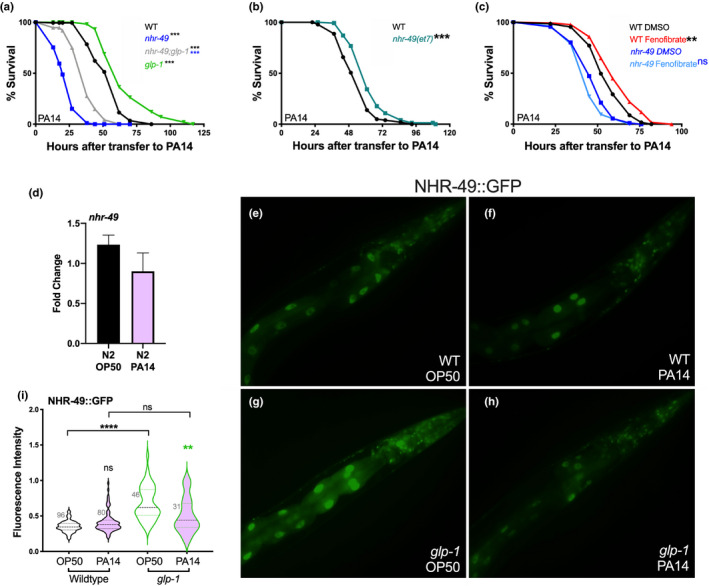
NHR‐49 contributes toward defense against *P*. *aeruginosa* pathogen attack. (a) Survival on PA14 of L4 stage wild‐type worms (WT, black, *m* = 54.03 ± 0.99, *n* = 151/198) as well as *nhr*‐*49* (blue, *m* = 23.03 ± 0.62, *n* = 184/195), *glp*‐*1* (green, *m* = 67.31 ± 1.86, *n* = 101/113) and *nhr*‐*49*;*glp*‐*1* (gray, *m* = 37.48 ± 1.02, *n* = 99/115) mutants. See Tables S3 and S4 for additional trials with these strains. (b) *nhr*‐*49 gof* mutants survives longer on PA14. Survival on PA14 of L4 stage WT worms (black; *m* = 54.32 ± 1.09, *n* = 126/145) and *nhr*‐*49(et7)* mutants (olive, *m* = 62.79 ± 1.31, *n* = 94/136). *p* < 0.0001. Data from additional trials in Table S2A. (c) Fenofibrate supplementation increases survival on PA14. Survival on PA14 of L4 stage DMSO‐control grown, WT worms (black; *m* = 56.81 ± 1.08, *n* = 103/129) and *nhr*‐*49* mutants (dark blue, *m* = 47.69 ± 0.98, *n* = 107/134) compared with Fenofibrate‐supplemented WT worms (red, *m* = 62.1 1.26, *n* = 93/135) and *nhr*‐*49* mutants (light blue, *m* = 45.33 ± 0.89, *n* = 104/134). Data from additional trials in Table S2B. (d–i) PA14 exposure reduces NHR‐49 levels. (d) *nhr*‐*49* mRNA levels measured by Q‐PCR in Day 1 adults grown on OP50 till L4 stage then transferred to PA14 plates for 8 h (pink) or continued on OP50 (black). *p* = 0.27. Data combined from three independent biological replicates, each including three technical replicates. (e–h) Representative images of NHR‐49::GFP in WT (e, f) and *glp*‐*1* mutants (g, h) grown on OP50 till L4 stage and then transferred to PA14 (f, h) or retained on OP50 (e, g) for 24 h. (i) Violin plot quantification of GFP intensity using a COPAS Biosorter. WT (black outlines), *glp*‐*1* (green outlines) exposed to PA14 (pink) or retained on OP50 (blank). Number of worms assayed shown on each panel. Data from one of three biological replicates with similar results. In (a–c), survival data shown as mean life span in hours (*m*) ± SEM (see Methods for details). In (d), error bars represent standard error of the mean (SEM). In (i), where all fluorescence measures were normalized to time‐of‐flight, the center dashed line indicates median intensity and flanking lines the first and third quartiles. Statistical significance was calculated in (a) and (b) using the log‐rank method (Mantel Cox, OASIS2), in d by using a two‐tailed *t* test, and in (i) using a one‐way nonparametric ANOVA with Dunn’s post hoc test. Statistical significance is shown on each panel next to a given strain/condition with the color of the asterisk indicating strain/condition being compared to *p* < 0.01 (**), <0.001 (***), <0.0001 (****), not significant (ns)

### 2.4 Pathogen exposure causes reduction in NHR‐49 protein levels

*nhr*‐*49* mRNA and protein levels are both elevated in response to germline ablation (Ratnappan et al., 2014), so we asked how pathogen exposure impacted it. Using quantitative PCR (Q‐PCR), we were unable to detect any change in *nhr*‐*49* mRNA levels between worms fed the normal diet of *Escherichia coli* OP50 (OP50) versus PA14 (Figure 2d). Further, *nhr*‐*49* was not identified as a gene whose expression was altered by PA14 exposure in previous reports documenting PA14‐induced transcriptomic changes (Dasgupta et al., 2020; Fletcher et al., 2019; Troemel et al., 2006; Twumasi‐Boateng & Shapira, 2012). We examined NHR‐49 protein levels using a transgenic strain expressing GFP‐linked NHR‐49 under control of its endogenous promoter (Ratnappan et al., 2014). Visual examination did not reveal alterations in sub‐cellular localization following infection. However, a modest but widespread reduction in GFP levels was noticeable in infected animals as compared to controls. To obviate subjective bias, we performed automated quantification of fluorescence intensity using a COPAS^TM^ BIOSORT platform (Pulak, 2006). GFP levels were significantly diminished in *glp*‐*1* mutants exposed to PA14 (Figure 2e–i). In fertile animals too, PA14 infection induced a modest reduction that was visually evident but did not attain statistical significance (Figure 2e–i). Together, these data suggest that unlike GSC ablation that triggers both transcriptional and translational upregulation of NHR‐49, PA14 infection causes a modest reduction in protein levels at least in *glp*‐*1* mutants.

### 2.5 In *nhr*‐*49*;*glp*‐*1* mutants, neuronal NHR‐49 rescues immunity but longevity is rescued by expression from multiple tissues

NHR‐49 is widely expressed in *C*. *elegans* somatic cells (Ratnappan et al., 2014). Previously, we found that NHR‐49 expression under control of its endogenous/native promoter completely rescued the short life span of *nhr*‐*49*;*glp*‐*1* mutants to *glp*‐*1* levels when animals were fed the normal OP50 diet. We asked whether this transgene also rescued the exceptionally short survival of *nhr*‐*49*;*glp*‐*1* mutants on a PA14 pathogenic diet. Surprisingly, endogenous promoter‐driven NHR‐49 not only failed to improve the survival of *nhr*‐*49*;*glp*‐*1* mutants on PA14, it reduced it even further (Figure 3a, Table S3a). Animals carrying the same transgene showed consistent rescue of life span on OP50 (Figure 3b, Table S3a). We checked whether PA14 exposure abolished expression from the transgene explaining the lack of rescue. But, though GFP intensity was slightly reduced (as predicted above), it was widely visible in all tissues (Figure S3).

**FIGURE 3:**
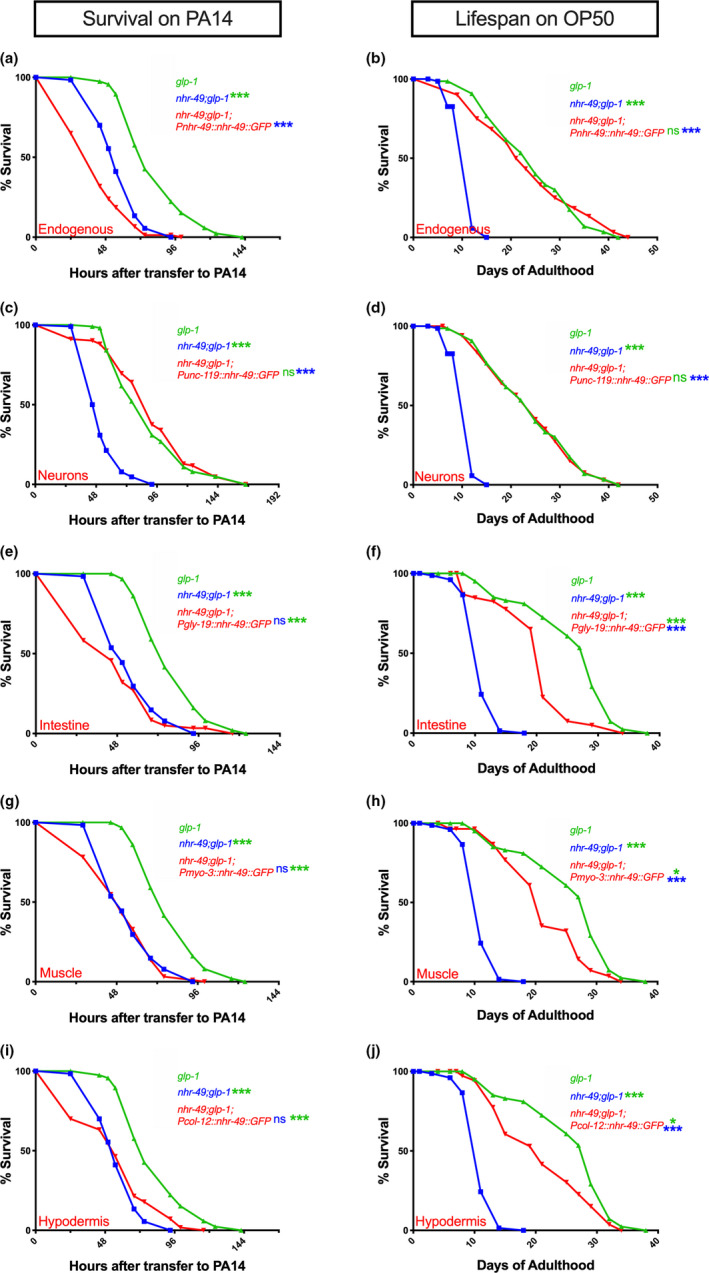
In germline‐less animals, NHR‐49 acts cell nonautonomously to promote immunity from neurons but longevity from multiple tissues. (a, c, e, g, i) NHR‐49 expression in neurons alone rescues PA14 resistance of *nhr*‐*49*;*glp*‐*1* mutants. Mean PA14 survival (in hours) of *glp*‐*1* (green), *nhr*‐*49*;*glp*‐*1* (blue), and *nhr*‐*49*;*glp*‐*1* mutants expressing NHR‐49 in different tissues (red). (a, i) Survival of *glp*‐*1* (82.88 ± 2.08, *n* = 105/120) and *nhr*‐*49*;*glp*‐*1* (57.92 ± 1.35, *n* = 108/120) mutants compared with transgenic *nhr*‐*49*;*glp*‐*1* mutants expressing NHR‐49 via Endogenous promoter (a, 43.33 ± 1.74, *n* = 95/120) or in the Hypodermis (i, 56.06 ± 2.53, *n* = 96/120). (c) Survival of *glp*‐*1* (89.65 ± 2.83, *n* = 104/108), *nhr*‐*49*;*glp*‐*1* (53.32 ± 1.26, *n* = 98/111), and *nhr*‐*49*;*glp*‐*1* mutants expressing NHR‐49 in Neurons (c, 92.09 ± 3.49, *n* = 90/102). (e, g) Survival of *glp*‐*1* (80.71 ± 1.62, *n* = 117/124), *nhr*‐*49*;*glp*‐*1* (56.25 ± 1.42, *n* = 111/121), and *nhr*‐*49*;*glp*‐*1* mutants expressing NHR‐49 in Intestine (e, 47.82 ± 2.57, *n* = 68/79) and Muscles (g, 52.44 ± 1.67, *n* = 109/115). (b, d, f, h, j) NHR‐49 expression in any somatic tissue substantially rescues longevity of *nhr*‐*49*;*glp*‐*1* mutants on OP50. Mean life span on OP50 (in days) of *glp*‐*1* (green), *nhr*‐*49*;*glp*‐*1* (blue), and *nhr*‐*49*;*glp*‐*1* mutants expressing NHR‐49 in different tissues (red). (b, d) Life span of *glp*‐*1* (24.43 ± 1.08, *n* = 51/70) and *nhr*‐*49*;*glp*‐*1* (11.28 ± 0.26, *n* = 55/72) mutants compared with transgenic *nhr*‐*49*;*glp*‐*1* mutants expressing NHR‐49 via Endogenous promoter (b, 23.72 ± 1.32, *n* = 59/60) or promoters expressed in Neurons (d, 24.41 ± 1.04, *n* = 66/71). (f, h, j) Life span of *glp*‐*1* (25.78 ± 0.98, *n* = 65/77), *nhr*‐*49*;*glp*‐*1* (11.27 ± 0.26, *n* = 72/72), and *nhr*‐*49*;*glp*‐*1* mutants expressing NHR‐49 in Intestine (f, 19.79 ± 0.95, *n* = 41/63), Muscles (h, 21.4 ± 1.02, *n* = 34/59) or Hypodermis (j, 21.06 ± 1.36, *n* = 28/42). Survival and life span data shown as mean ± standard error of the mean (SEM). “*n*” refers to number of worms analyzed over total number of worms tested in the experiment (see Methods for details). Statistical significance calculated using log‐rank (Mantel–Cox) method and indicated by asterisks on each panel next to mutant name (color of asterisk indicates strain being compared to). *p *< 0.05 (*), <0.001 (***), not significant (ns). Note: In some panels (a, i; e, g; b, d; f, h, j), assays have the same controls as they were performed in the same biological replicate. Data from additional trials and WT controls presented in Table S3a–e

The contradictory observations with the endogenous promoter could be explained whether NHR‐49’s impact on immunoresistance is tissue specific with expression in some sites exerting pro‐immunity effects and in others reducing immunity. To test this possibility, we expressed NHR‐49 in individual tissues of *nhr*‐*49*;*glp*‐*1* mutants and examined the effect on their survival upon PA14 infection (Figure 3c,e,g,i, Table S3b–e) as well as life span on a normal OP50 diet (Figure 3d,f,h,j, Table S3b–e). We found that NHR‐49 expression selectively in the neurons of *nhr*‐*49*;*glp*‐*1* mutants (using the *unc*‐*119* promoter) (Maduro & Pilgrim, 1995) completely and reliably rescued their survival on PA14 to the same level as *glp*‐*1* mutants (Figure 3c, Table S3b). Expression in other somatic tissues had marginal and inconsistent impacts. Intestinal NHR‐49 (*gly*‐*19* promoter) (Warren et al., 2001) produced no significant increase in survival in any of three trials (Figure 3e, Table S3c), whereas hypodermal (*col*‐*12* promoter) (Pujol et al., 2008) or muscle (*myo*‐*3* promoter) (Fire & Waterston, 1989) expression showed sporadic rescues (Figure 3g,i, Table S3d,e).

We next asked how NHR‐49 expression in individual tissues (using the same promoters as above) impacted *nhr*‐*49*;*glp*‐*1* mutant's life span on OP50. Pan‐neuronal expression completely rescued life span to *glp*‐*1* levels in every trial (Figure 3d, Table S3b). Interestingly, expression in each of the other three somatic tissues also produced substantial increases in longevity (Figure 3f,h,j, Table S3c–e), although rescue to *glp*‐*1* levels was achieved by neuronal NHR‐49 alone. We tested whether these differential impacts on PA14 survival versus OP50 life span could simply be explained by differences in NHR‐49 levels or nuclear localization. The NHR‐49 tissue‐specific transgenes showed similar expression profiles and sub‐cellular localization in the different genetic backgrounds (Figure S3). We also compared the nuclear:cytoplasmic ratio of the intestinal NHR‐49::GFP transgene expressed in *nhr*‐*49*;*glp*‐*1* mutants on OP50 (longevity rescued) versus PA14 (immunosensitivity not rescued) and found no statistical difference in its sub‐cellular distribution between the two conditions either (Figure S4). Together, these experiments showed that upon GSC loss, NHR‐49 expression in individual somatic tissues rescued longevity substantially, whereas its expression in neurons alone could consistently rescue PA14 resistance.

### 2.6 In *nhr*‐*49* mutants, hypodermal NHR‐49 rescues longevity but diminishes immunity

Since *nhr*‐*49* single mutants also exhibit shortened survival compared with WT, we investigated which tissues NHR‐49 acted in to promote their survival on PA14 and OP50. However, unlike in the *nhr*‐*49*;*glp*‐*1* background, the endogenous promoter‐driven NHR‐49 transgene rescued the survival of *nhr*‐*49* single mutants reliably on PA14 (98% rescue in 3/4 trials, Figure 4a, Table S4a) as well as on OP50. In fact, life span on OP50 was augmented even further than WT as observed in our previous work (Figure 4b, Table S4a) (Ratnappan et al., 2014). As in *nhr*‐*49*;*glp*‐*1* mutants, pan‐neuronal expression completely rescued both immunoresistance and life span of *nhr*‐*49* mutants (Figure 4c,d, Table S4b). Intestinal expression also significantly rescued both longevity and immunity (Figure 4e,f, Table S4c), whereas muscle expression rescued neither (Figure 4g,h, Table S4d). Strikingly though, hypodermal NHR‐49 completely rescued longevity on OP50, but survival on PA14 was significantly worsened (≥19% reduction in 4/4 trials, Figure 4i,j, Table S4e). These results, along with the observations above, demonstrate that NHR‐49 acts cell nonautonomously to modulate both longevity and immunity.

**FIGURE 4:**
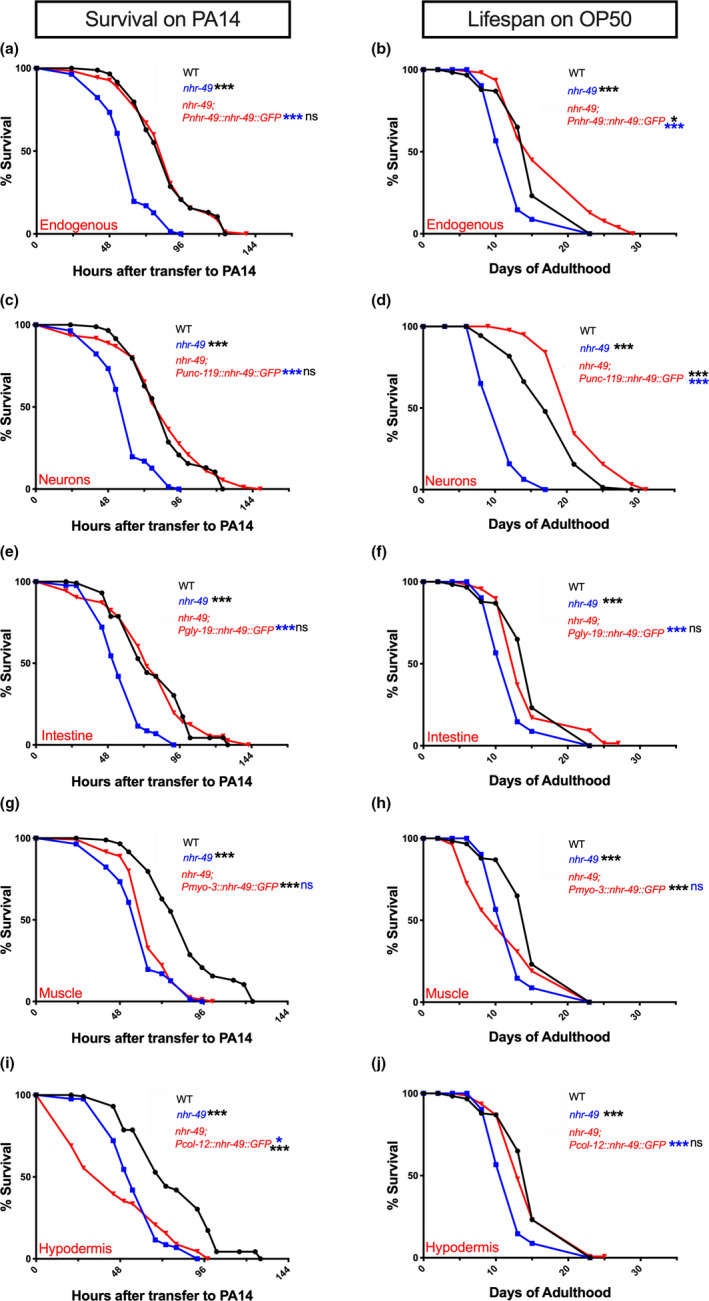
In *nhr*‐*49* mutants, neuronal NHR‐49 rescues both life span and immunity while hypodermal expression rescues longevity but lowers immunity. (a, c, e, g, i) NHR‐49 expression in neurons and intestine rescues the resistance of *nhr*‐*49* mutants on PA14. Mean PA14 survival (in hours) of WT (black, WT), *nhr*‐*49* (blue), and *nhr*‐*49* mutants expressing NHR‐49 in different tissues (red). (a, c, g) Survival of WT (84.82 ± 2.63, *n* = 55/90) and *nhr*‐*49* (60.24 ± 1.52, *n* = 102/113) strains compared to *nhr*‐*49* mutants expressing NHR‐49 via Endogenous promoter (a, 84.35 ± 2.17, *n* = 100/125) or promoters expressed in the Neurons (c, 84.44 ± 2.73, *n* = 95/110) or Muscles (g, 65.73 ± 1.27, *n* = 105/119). (e, i) Survival of WT (78.24 ± 2.57, *n* = 63/125), *nhr*‐*49* (58 ± 1.44, *n* = 99/127), and *nhr*‐*49* mutants expressing NHR‐49 in Intestine (e, 77.6 ± 2.73, *n* = 87/125) or Hypodermis (i, 46.27 ± 2.72, *n* = 79/100). (b, d, f, h, j) NHR‐49 expression in the neurons, intestine or hypodermis substantially improves *nhr*‐*49* mutant’s longevity on OP50. Mean life spans on OP50 (in days) of WT (black), *nhr*‐*49* (blue), and *nhr*‐*49* strains expressing NHR‐49 in different tissues (red). (b, f, h, j) Life span of WT (15.42 ± 0.49, *n* = 89/122) and *nhr*‐*49* (12.5 ± 0.36, *n* = 110/119) strains compared with *nhr*‐*49* mutants expressing NHR‐49 via Endogenous promoter (b, 18 ± 0.97, *n* = 97/112) or promoters expressed Intestine (f, 15.25 ± 0.4, *n* = 97/118), Muscles (h, 12.01 ± 0.71, *n* = 75/80) or Hypodermis (j, 14.86 ± 0.45, *n* = 131/141). (d) Life span of WT (17.99 ± 0.58, *n* = 71/82) and *nhr*‐*49* (11.11 ± 0.33, *n* = 63/65) strains compared with *nhr*‐*49* mutants expressing NHR‐49 in Neurons (d, 22.23 ± 0.71, *n* = 33/76). Survival and life span data shown as mean ± standard error of the mean (SEM). “*n*” refers to number of worms analyzed over total number of worms tested in the experiment (see Methods for details). Statistical significance calculated using log‐rank (Mantel–Cox) method and indicated by asterisks on each panel next to mutant name (color of asterisk indicates strain being compared to). *p *< 0.05 (*), <0.001 (***), not significant (ns). Note: assays in some panels (a, c, g; e, i; b, f, h, j) have the same controls as they were performed in the same biological replicate. Data from additional trials and wild‐type controls presented in Table S4a–e

### 2.7 In WT animals, elevating NHR‐49 levels in neurons, or intestine, enhances immunoresistance

NHR‐49 protein levels are important in determining the animals’ life span because elevating its levels in normal, fertile adults, either using the endogenous promoter or in neurons alone, has been reported to induce a modest life span extension (Burkewitz et al., 2015; Ratnappan et al., 2014). We asked whether endogenous promoter‐driven overexpression increased PA14 resistance as well but observed ambivalent effects as survival was increased in only 1/3 trials (Figure 5a,b Table S5a). We next asked whether elevating NHR‐49 levels in individual tissues could enhance immunoresistance. WT animals’ immunity was enhanced by NHR‐49 overexpression in the neurons or the intestine (~15%–30%) (Figure 5c,e, Table S5b,c, respectively), whereas in the muscles or hypodermis it did not produce consistent impacts (Figure 5g,i, Table S5d,e). Intriguingly, the benefits obtained by intestinal or neuronal upregulation were restricted to survival during PA14 infection. We did not observe a consistent life span extension on OP50 when NHR‐49 was overexpressed in any single somatic tissue (Figure 5d,f,h,j, Table S5b–e).

**FIGURE 5:**
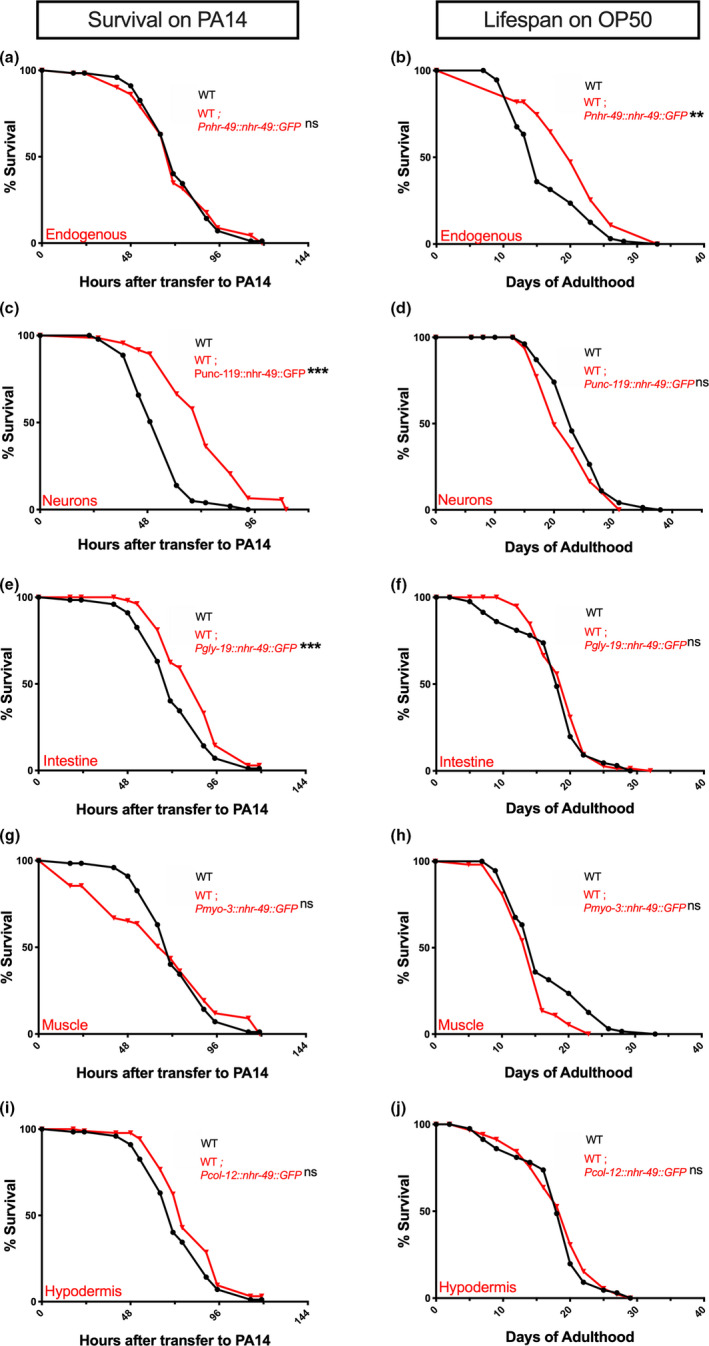
In wild‐type animals, elevating NHR‐49 levels in neurons or intestine enhances immunity. (a, c, e, g, i) NHR‐49 overexpression in neurons or intestine increases immunity. Mean survival on PA14 (in hours) of WT worms (black) and strains overexpressing NHR‐49 in different tissues (red). (a, e, i, g) Survival of WT (76.98 ± 2.25, *n* = 102/129) and strains overexpressing NHR‐49 via Endogenous promoter (a, 76.89 ± 3.06, *n* = 75/121) or promoters expressed in Intestine (e, 91.97 ± 2.65, *n* = 96/124), Muscles (g, 72.11 ± 4.28, *n* = 66/100), or Hypodermis (i, 82.68 ± 2.65, *n* = 63/97). (c) Survival of WT (54.32 ± 1.09, *n* = 125/145) and strain overexpressing NHR‐49 in Neurons (c, 73.72 ± 1.61, *n* = 114/136). (b, d, f, h, j) NHR‐49 upregulation in individual somatic tissues does not enhance immunity. Mean life span on OP50 (in days) of WT worms (black) and strains overexpressing NHR‐49 in different tissues (red). (b, h) Life span of WT (16.67 ± 0.65, *n* = 67/73) and strains overexpressing NHR‐49 via Endogenous promoter (b, 20.83 ± 1.01, *n* = 35/44) or promoter expressed in Muscles (h, 14.6 ± 0.55, *n* = 39/52). (d) Life span of WT (24.2 ± 0.55, *n* = 74/91) and strain overexpressing NHR‐49 in Neurons (d, 22.35 ± 0.6, *n* = 57/94). (f, j) Life span of WT (17.81 ± 0.56, *n* = 73/121) and strains overexpressing NHR‐49 in Intestine (f, 19.06 ± 0.4, *n* = 86/116) or Hypodermis (j, 18.3 ± 0.53, *n* = 95/120). Survival and life span data shown as mean ± standard error of the mean (SEM). “*n*” refers to number of worms analyzed over total number of worms tested in the experiment (see Methods for details). Statistical significance calculated using log‐rank (Mantel–Cox) method and indicated by asterisks on each panel next to mutant name (color of asterisk indicates strain being compared to). *p* < 0.01 (**), <0.001 (***), not significant (ns). Note: assays in some panels (a, i, e, g; b, h; f, j) have the same controls as they were performed in the same biological replicate. Data from additional trials are presented in Table S5a–e

NHR‐49 undergoes lipid ligand‐dependent activation (Folick et al., 2015), so one explanation for its tissue‐specific effects could be differential activation, that is, overexpression is not sufficient, because it is only activated in tissues where it promotes immunity or longevity but not in others. We tested this possibility by expressing the *et7 gof* allele (NHR‐49*^et7^*) (Lee et al., 2016; Svensk et al., 2013) in the hypodermis (where its expression had no beneficial impact) or in neurons (where its expression had consistently beneficial effects). Surprisingly, we found that either neuronal or hypodermal expression of NHR‐49*^et7^* drastically shortened survival on both OP50 and PA14 (Figure 6a–d, Table S6a). Neuronal NHR‐49*^et7^* expression produced a small but significant rescue of *nhr*‐*49* mutants’ immunity and longevity phenotypes (Figure 6e,f; Table S6a). We could not create viable strains that expressed hypodermal NHR‐49*^et7^* in any *nhr*‐*49* mutant background suggesting that unfettered NHR‐49 activation may in fact have severe adverse consequences. We also tested whether chemical activation of NHR‐49 by Fenofibrate supplementation in strains expressing NHR‐49 in muscles or hypodermis of *nhr*‐*49* mutants (where no rescue was observed) improved survival on PA14 but observed no rescue in either strain (Table S6b).

**FIGURE 6:**
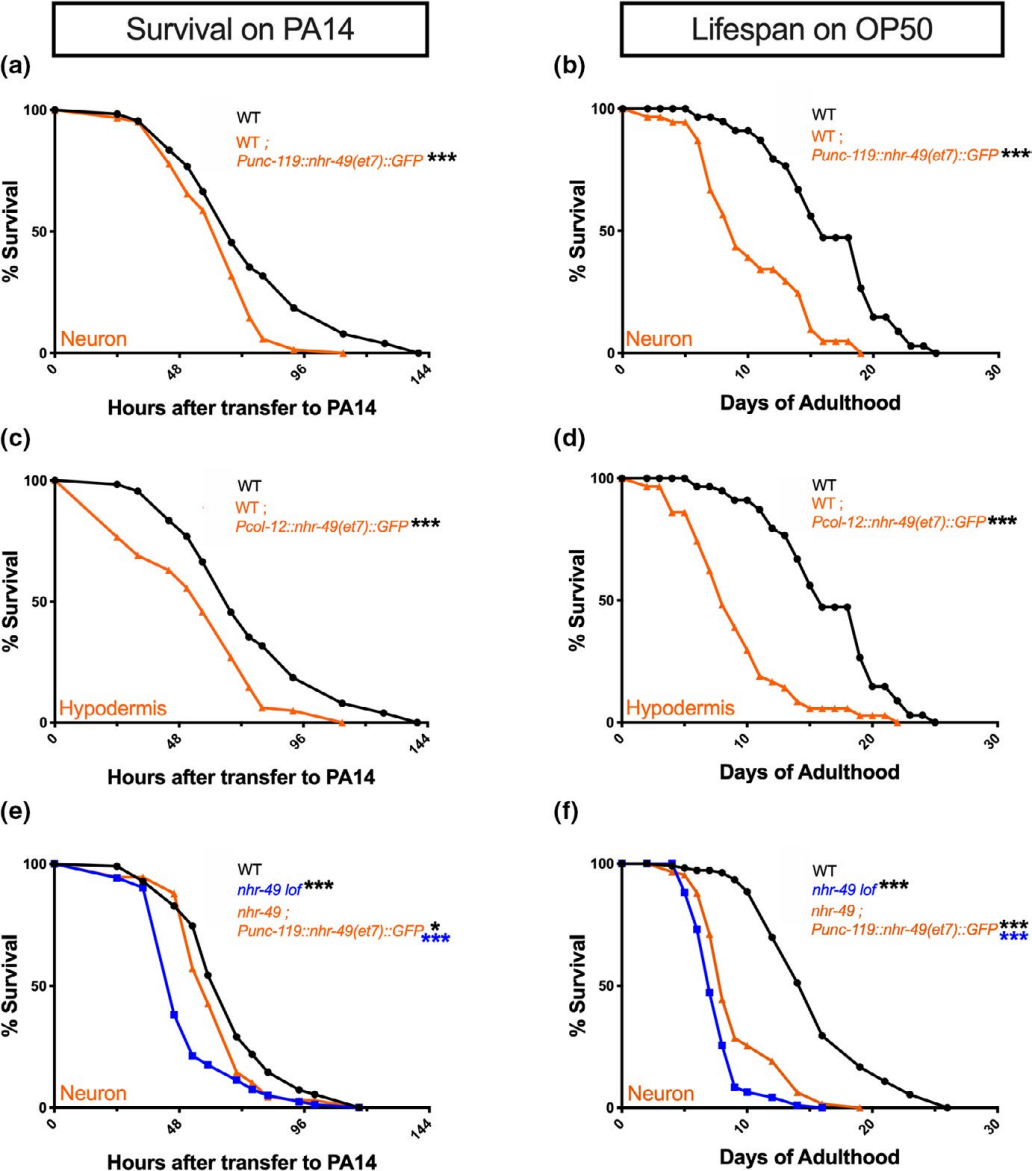
Expression of NHR‐49*^et7^* in neurons or hypodermis reduces immunoresistance and longevity. (a–d) NHR‐49*^et7^* in neurons (a, b) or hypodermis (c, d) of wild‐type (WT) worms reduces survival upon PA14 exposure (a, c) and life span on OP50 (b, d). Mean survival on PA14 (in hours) of WT (black) and NHR‐49*^et7^* transgenic strains (orange). (a, c) WT (75.15 ± 2.74, *n* = 94/120), NHR‐49*^et7^* expressed in Neurons (a, 62.92 ± 1.59, *n* = 98/125) or Hypodermis (c, 55.46 ± 2.11, *n* = 118/145). (b, d) Mean life span on OP50 (in days) of WT (black) and NHR‐49*^et7^* transgenic strains (orange). WT (16.49 ± 0.44, *n* = 103/136), NHR‐49*^et7^* expressed in Neurons (b, 10.23 ± 0.74, *n* = 28/60) or Hypodermis (d, 9.09 ± 0.53, *n* = 60/90). (e, f) Neuronal expression of NHR‐49*^et7^* partially rescues immunosensitivity of *nhr*‐*49* mutants. (e) Survival on PA14 (in hours) of WT (black, 67.46 ± 2.15, *n* = 78/106), *nhr*‐*49* (blue, 52.23 ± 1.69, *n* = 94/105), and *nhr*‐*49* mutants expressing NHR‐49*^et7^* in Neurons (orange, 61.77 ± 1.71, *n* = 89/111). (f) Life span on OP50 (in days) of WT (black, 15.61 ± 0.46, *n* = 99/120), *nhr*‐*49* (blue, 7.66 ± 0.2, *n* = 101/119), and *nhr*‐*49* mutants expressing NHR‐49*^et7^* in Neurons (orange, 9.31 ± 0.38, *n* = 69/89). Survival and life span data shown as mean ± standard error of the mean (SEM). “*n*” refers to number of worms analyzed over total number of worms tested in the experiment (see Methods for details). Statistical significance was calculated using the log‐rank (Mantel–Cox) method and is indicated by asterisks on each panel next to mutant name (color of asterisk indicates strain being compared to). *p *< 0.05 (*), <0.001 (***). Note: assays in some panels (a, c; b, d) have the same controls as they were performed in the same biological replicate. Data from additional trials presented in Table S6

### 2.8 In *glp*‐*1* mutants, elevating NHR‐49 levels in somatic tissues does not further enhance immunoresistance

Lastly, we assessed the consequences of raising NHR‐49 levels in animals that have elevated protein to begin with, that is, in *glp*‐*1* mutants wherein NHR‐49 is both transcriptionally and translationally upregulated (Ratnappan et al., 2014). Further overexpression in this genetic background, either using the widespread endogenous promoter or tissue‐specific drivers, did not enhance either longevity or immunity further. In fact, it appeared to diminish survival, especially upon PA14 and in some cases on OP50 as well (Figure S5a–j, Table S7a–e). Altogether, our site‐of‐action experiments substantiated the importance of not only the location and levels of NHR‐49 but also its tissue‐specific activation in determining the impact on life span versus immune status of the animal.

### 2.9 *fmo*‐*2* and *acs*‐*2* are differentially impacted by germline loss versus pathogen attack

We asked whether the differential impacts of NHR‐49 on longevity versus immunity extended to expression of its downstream targets too. 

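The acyl CoA synthetase gene acs-2 (chromosome V, 15567394 to 15569889) had 0.188 ± 0.0452 CPM (SD, n = 4) in nhr-49;glp-1 and 110.7 ± 105.5 CPM (SD, n = 4) in glp-1. The log2 fold change was -5.83 (standard error 0.69, limma adjusted p = 6.2e-05), and the strains did not overlap (exact permutation test, two-sided p = 0.0286, the smallest possible). The SD in glp-1 is large because replicates 1 and 2 had 21.7 and 22.6 CPM, against 230.7 and 168.1 CPM in replicates 3 and 4. The RNA of replicates 1 and 2 was measured on the same day, and that of replicates 3 and 4 each on a separate day. With each library or replicate number left out in turn, the log2 fold change stayed between -6.37 and -5.21, the latter without replicate 3 of both strains. It moved most with a pseudocount of 0.01, to -8.41. The flavin monooxygenase gene fmo-2 (chromosome IV, 10682524 to 10684385) fell below the minimum of 1 CPM for the test. It had 0 reads in the 4 nhr-49;glp-1 libraries and 115 reads in the 4 glp-1 libraries, 1.99 ± 0.969 CPM (SD, n = 4). Against a floor of 3 reads over the 4 libraries, fmo-2 was at least 45.5-fold lower in nhr-49;glp-1, for counting error only (exact permutation test, two-sided p = 0.0286). The permutation test treats the libraries as unpaired and independent. The 3 biological replicates of the paper's methods leave their independence open, above all for replicates 1 and 2. With libraries of equal replicate number taken as pairs, swaps within pairs are too few to exclude chance on their own.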

Our NHR‐49 UP group included the well‐established *nhr*‐*49*‐target gene, *acs*‐*2*, that encodes an acyl CoA synthetase involved in mitochondrial β‐oxidation (Van Gilst, Hadjivassiliou, Jolly, et al., 2005; Van Gilst, Hadjivassiliou, & Yamamoto, 2005) and is upregulated in *glp*‐*1* mutants (Amrit et al., 2016), as well as *fmo*‐*2*, that encodes a flavin monooxygenase (Table S1a) (Goh et al., 2018; Leiser et al., 2015). Recently, both genes have been reported to be dramatically upregulated upon infection by the gram‐positive pathogens, *Enterococcus faecalis*, and *Staphylococcus aureus* (Dasgupta et al., 2020; Wani et al., 2021). We tested whether PA14 exposure altered their expression as well. Instead, *Pfmo*‐*2p*::*GFP* was significantly downregulated upon PA14 exposure and independent of NHR‐49 activity (Figure 7a–e). *Pacs*‐*2p*::*GFP* showed a small, NHR‐49‐dependent increase in expression on PA14 (Figure 7f–j). Both genes have been reported to be essential for survival during *E*. *faecalis* infection, and *fmo*‐*2* mutants are also hyper‐susceptible to *S*. *aureus* infection (Dasgupta et al., 2020; Wani et al., 2021). But, mutants of neither gene showed reduced survival upon PA14 exposure (Figure 7k).

**FIGURE 7:**
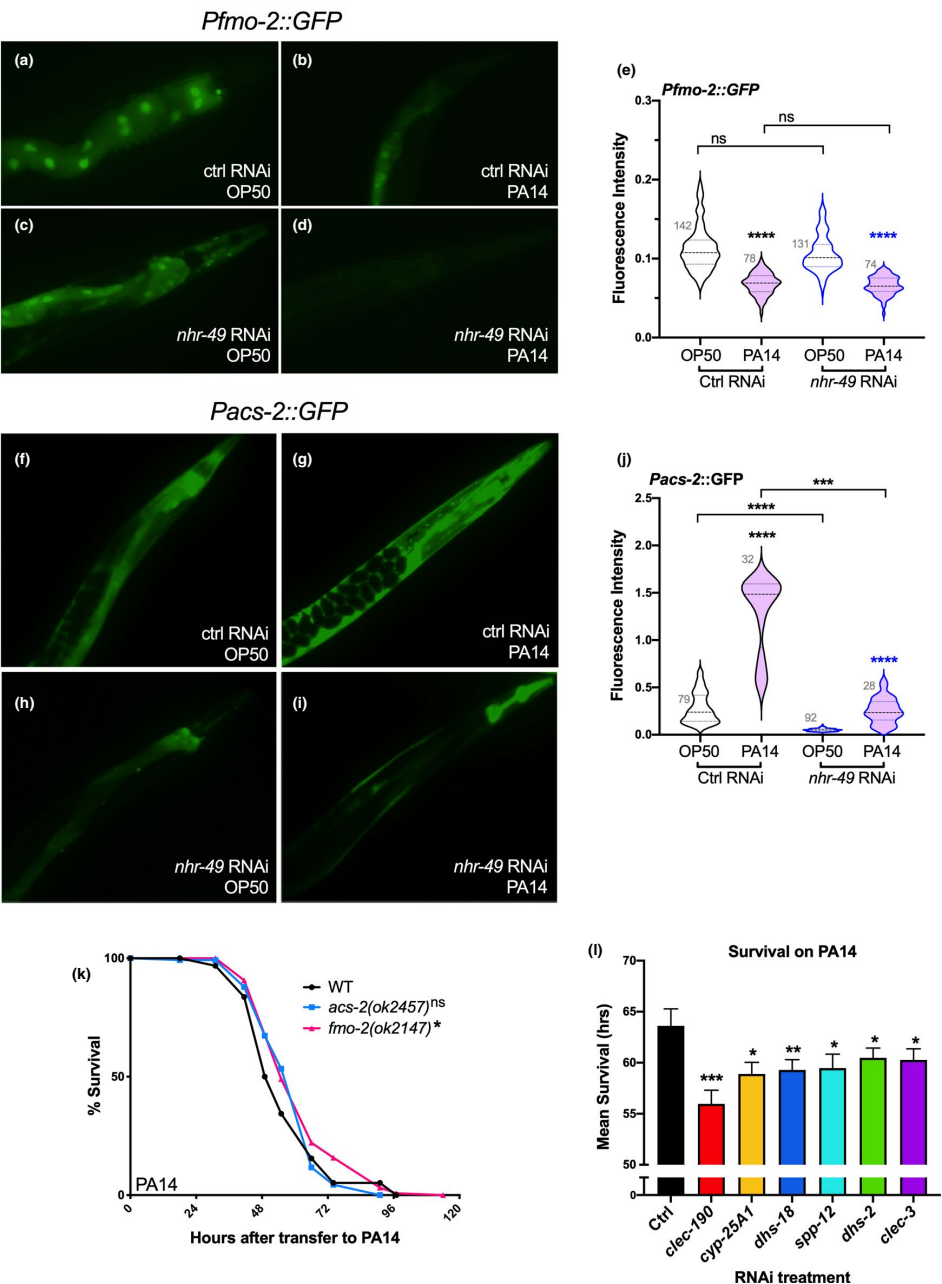
Known NHR‐49 targets, *fmo*‐*2* and *acs*‐*2*, do not contribute toward PA14 resistance. (a–e) *fmo*‐*2* expression decreases upon PA14 exposure in an *nhr*‐*49*‐independent manner. (a–d) Representative GFP images of Day 2 P*fmo*‐*2p*::GFP adults grown till Day 1 on vector control (ctrl, a, b) or *nhr*‐*49* RNAi (c, d) bacteria before transfer to PA14 (b, d) or OP50 (a, c) for 24 h. (e) Violin plot showing quantification of GFP intensity using a COPAS Biosorter. Vector control (Ctrl, black outline) or *nhr*‐*49* RNAi (blue outline). PA14 exposure (pink) or OP50 (blank). Number of worms assayed per condition shown on panel. Data from one of three trials that gave similar results. (f–j) *acs*‐*2* expression increases modestly upon PA14 exposure in an *nhr*‐*49*‐dependent manner. (f–i) Representative GFP images of Day 2 P*acs*‐*2p*::GFP adults grown till Day 1 on vector control (ctrl, a, b) or *nhr*‐*49* RNAi (c, d) bacteria before transfer to PA14 (b, d) or OP50 (a, c) for 24 h. (j) Violin plot showing quantification of GFP intensity using a COPAS Biosorter. Vector control (Ctrl, black outline) or *nhr*‐*49* RNAi (blue outline). PA14 exposure (pink) or OP50 (blank). Number of worms assayed per condition shown on panel. (k) Survival of L4 stage wild‐type worms (WT, black) and *acs*‐*2* (blue), and *fmo*‐*2* (pink) mutants exposed to PA14. WT (*m* = 56.66 ± 1.4, *n* = 97/127), *acs*‐*2* (*m* = 59.52 ± 1.19, *n* = 94/137), and *fmo*‐*2* (*m* = 62.53 ± 1.36, *n* = 136/153). (l) NHR‐49 target genes encoding anti‐microbial proteins contribute toward PA14 resistance. Bar graph representation of mean survival (in hours) of wild‐type animals exposed till L4 stage to control vector (Ctrl) or RNAi clones targeting NHR‐49 target genes (see Methods for details). In (e) and (j), center dashed line indicates median intensity and lines flanking it represent the first and third quartiles; data from one of three trials that gave similar results shown. In (k) and (l), survival data shown as mean life span in hours (*m*) ± SEM (see Methods for details). Statistical significance was calculated in (e) and (j) using a one‐way nonparametric ANOVA with Dunn’s post hoc test (Graphpad Prism). Significance was calculated in (k) and (l) using the log‐rank method (Mantel Cox, OASIS2). Statistical significance shown on each panel with the color of the asterisk indicating the strain being compared to. *p* <0.05 (*), < 0.01 (**), <0.001 (***), <0.0001 (****), not significant (ns)

### 2.10 NHR‐49 targets encoding antimicrobial proteins play roles in *Pseudomonas* resistance

In addition to *acs*‐*2*, we had previously identified numerous other genes involved in fatty acid β‐oxidation that are upregulated in, and contribute to the longevity of, *glp*‐*1* mutants, dependent upon NHR‐49, DAF‐16 and TCER‐1 (Amrit et al., 2016; Ratnappan et al., 2014). Accordingly, our NHR‐49 UP group included 24 other genes with roles in β‐oxidation and lipid hydrolysis (Table S8). Of these, only three were identified as being upregulated upon PA14 exposure, whereas seven were in fact downregulated (Table S8) (Dasgupta et al., 2020; Fletcher et al., 2019; Troemel et al., 2006; Twumasi‐Boateng & Shapira, 2012). 

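The gene list of Table S8 was not used here. By gene name, the most changed of the beta-oxidation enzymes with 1 CPM added was cpt-5 (acs-2 at a pseudocount of 0.01), with 0.599 ± 0.230 CPM (SD, n = 4) in nhr-49;glp-1 and 164.2 ± 24.8 CPM (SD, n = 4) in glp-1. The acyl CoA oxidase gene acox-1.1, named acox-1 in the files, had 30.9 ± 3.03 CPM in nhr-49;glp-1 and 162.3 ± 10.4 CPM in glp-1 (SD, n = 4 each), a log2 fold change of -2.36 (standard error 0.09, limma adjusted p = 1.9e-08). The gene hacd-1 lay close to the fold threshold, at -1.03 (standard error 0.15, limma adjusted p = 2.7e-04). It was no longer called with quantile normalization (-0.85), with total-count scaling (-0.82), without nhr-49;glp-1 replicate 3 (-0.88), without glp-1 replicate 4 (-0.96) and without replicate 3 of both strains (-0.90). Among enzymes of the same name pattern, cpt-4 was higher in nhr-49;glp-1 (log2 fold change 5.51). The stearoyl-CoA desaturase gene fat-7 had 1 read over the 4 nhr-49;glp-1 libraries and 1832 over the 4 glp-1 libraries, a ratio of 2174 with a 95% exact interval of 390 to 85900.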

Upon testing the impact of RNAi inactivation of two of these genes, *acox*‐*1*.*1* (upregulated in both conditions), or *hacd*‐*1* (upregulated in *glp*‐*1*, downregulated on PA14), we observed no consistent change in survival during PA14 exposure (Table S9). 

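Saposin-like proteins, C-type lectins, cytochrome P450s and short-chain dehydrogenases were tallied by gene name. Of 17 saposin-like genes, 7 were called lower in nhr-49;glp-1 (Fisher's exact test adjusted p = 7.2e-05) and 3 higher. Of 61 cytochrome P450 genes, 17 were lower (adjusted p = 3.3e-07) and 17 higher (adjusted p = 7.4e-07). Of the higher genes, 7 lie side by side (cyp-13A1 to cyp-13A7), so Fisher's test may count 1 change several times. Of 28 short-chain dehydrogenase genes, 11 were lower (adjusted p = 1.0e-06) and 2 higher. In the camera test for a shift in 1 direction, short-chain dehydrogenases passed (adjusted p = 8.1e-04). Saposin-like genes (0.0623) and cytochrome P450s (0.607) did not pass camera in the main comparison. Saposin-like genes passed with fry (adjusted p = 0.0226), and with camera when some libraries were left out. Of the members whose inactivation the study tested on PA14, dhs-18 had a log2 fold change of -5.77 (standard error 0.16, limma adjusted p = 2.0e-09) and spp-9 of -5.79 (standard error 0.83, limma adjusted p = 2.3e-04). Values of dhs-2, spp-12, cyp-14A3 and cyp-25A1 are given with the RNA-Seq counts. In glp-1, spp-9 had 138.5 ± 139.2 CPM, spp-12 had 171.7 ± 159.1 CPM and cyp-14A3 had 147.8 ± 109.1 CPM (SD, n = 4 each), with replicates 1 and 2 lowest. The value of spp-9 was -6.45 without replicate 2 of glp-1, -5.15 without replicate 3 of glp-1, -6.41 without replicate 2 of both strains and -5.13 without replicate 4 of both strains. The lectin gene clec-3 had 3 reads over the 4 nhr-49;glp-1 libraries and 279 over the 4 glp-1 libraries, a ratio of 110.3 with a 95% exact interval of 37.4 to 538. For clec-190 (chromosome IV, 15124933 to 15126121), 1 read was found in nhr-49;glp-1 and 4071 in glp-1. Its neighbours M199.2, M199.9 and col-135 had 0, 0 and 1 reads in nhr-49;glp-1 and 238, 325 and 3389 in glp-1, so the near absence of clec-190 reads is shared by the genes beside it.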

The NHR‐49 UP class also included multiple members of families encoding antimicrobial proteins (saposins, C‐type lectins) and xenobiotic‐metabolizing enzymes such as cytochrome P450s and short‐chain dehydrogenases (Table S1a) (Menzel et al., 2007). We found that RNAi inactivation of six of eight genes encoding these proteins (*clec*‐*190*, *clec*‐*3*, *dhs*‐*18*, *dhs*‐*2*, *spp*‐*12*, *spp*‐*9*, *cyp*‐*14A3*, and *cyp*‐*25A1*) (Figure 7l, Figure S6a,b) diminished PA14 resistance of normal worms suggesting that the anti‐microbial proteins and xenobiotic‐neutralizing enzymes directed by NHR‐49 may have functional roles in defense against PA14 infection.

## 3 DISCUSSION

In this study, we demonstrate a role for NHR‐49 in innate immunity and provide multiple lines of evidence that, although NHR‐49 confers both pathogen resistance and long life, it modulates these processes distinctly. We show that these distinctions (a) arise from differential regulation of NHR‐49 by a life span‐altering intervention such as germline loss versus the acute stress of pathogen attack, (b) extend to discrete sites of action and transcriptional outputs, and (c) culminate in differential functional roles of downstream target genes.

### 3.1 In biology, context is critical

In worms and other species, numerous studies have established the cell nonautonomous regulation of longevity and stress response pathways and identified tissues where key factors act to modulate these processes (Dillin et al., 2014; Medkour et al., 2016; Morimoto, 2020). Neuron‐expressed factors that mediate pathogen recognition and avoidance as well as systemic induction of antimicrobial gene expression have been elucidated as well (Hoffman & Aballay, 2019; Wani et al., 2020). But, in addition to site‐of‐expression, physiological context is crucial in determining whether a protein has beneficial, benign, or detrimental impacts. A regulatory factor may act in different tissues to modulate different biological processes (Kodani & Nakae, 2020). Or, within the same tissue, the activity of a protein may have diametrically opposite effects on different aspects of health (Amrit et al., 2019). The cell nonautonomous regulation of longevity versus stress resistance has been compared for few factors such as DAF‐16 (Libina et al., 2003), XBP‐1 (Taylor et al., 2014; Taylor & Dillin, 2013) and TCER‐1 (Amrit et al., 2019). By documenting the impact of NHR‐49 expression in each of five different tissues, in each of four genetic backgrounds, on longevity as well as immunity, our study provides substantive evidence on the importance of physiological context in determining gene function.

We found that neuronal NHR‐49 alone could consistently rescue the immunity deficits of *nhr*‐*49*;*glp*‐*1* mutants, whereas their life span was substantially restored by expression in any somatic tissue. In *nhr*‐*49* single mutants, immunity was restored by presence in neurons or intestine, but life span could be rescued from other tissues as well. This suggests that pathogen response may be more sensitive to NHR‐49’s location as compared to longevity. Interestingly, NHR‐49 expression in muscles provided little or no immunity benefit in any genetic background we tested. In fact, expression in muscles mostly diminished immunity, in contrast to the broad immunity advantages conferred by neuronal NHR‐49. Of note, similar observations have been made with the endoplasmic reticulum unfolded protein response (UPR^er^) regulator, XBP1, whose expression in neurons or intestine increases life span and proteostasis but expression in muscles diminishes both (Imanikia et al., 2019). Another intriguing observation in our study is the impact of endogenous promoter‐driven NHR‐49 expression on the PA14 resistance of *nhr*‐*49*;*glp*‐*1* mutants. Not only was this transgene unable to rescue the mutants’ PA14 sensitivity, it further diminished their survival. While it is possible that this is simply a consequence of transgene toxicity, it is unlikely because it is a functional transgene that (a) completely rescued the PA14 resistance of *nhr*‐*49* mutants (b) completely rescued the life span on OP50 of both *nhr*‐*49*;*glp*‐*1* and *nhr*‐*49* mutants (c) did not cause life span shortening in WT animals fed OP50 or PA14, and in fact extended life span on OP50. These data further emphasize that pathogen resistance is exquisitely sensitive to NHR‐49’s site‐ and level‐ of expression, and modest changes in either can have major consequences for the animal's immunity.

### 3.2 Stress and pathogen‐specific activities of NHR‐49

NHR‐49 mediates defense against pathogens such as *E*. *faecalis* and *S*. *auerus* (Dasgupta et al., 2020; Wani et al., 2021). Together with these reports, our data suggest that it orchestrates pathogen‐specific transcriptional and functional outputs. For instance, *acs*‐*2* and *fmo*‐*2* are upregulated >10,000 fold and ~150 fold, respectively, upon *S*. *aureus* infection, and on *E*. *faecalis*, *acs*‐*2* is elevated >1,000 fold (Dasgupta et al., 2020; Wani et al., 2021). But, we found *fmo*‐*2* to be downregulated by PA14 infection, whereas *acs*‐*2* showed a small increase. While these genes are critical for survival upon *E*. *faecalis* (*acs*‐*2* and *fmo*‐*2*) (Dasgupta et al., 2020) or *S*. *aureus* (*fmo*‐*2*) (Wani et al., 2021) infection, neither one contributed toward PA14 resistance or *glp*‐*1* longevity (Figure S6c). *fmo*‐*2* shows similarly specific roles in other stress paradigms as mutants are sensitive to starvation but resistant against oxidative stress (Goh et al., 2018). Interestingly, NHR‐49 also appears to differentially regulate β‐oxidation and lipid hydrolysis genes between GSC loss (Ratnappan et al., 2014), other stressors (Goh et al., 2018; Svensk et al., 2013; Van Gilst, Hadjivassiliou, Jolly, et al., 2005) and pathogenic infections (Dasgupta et al., 2020; Wani et al., 2021). Few lipolytic NHR‐49 targets elevated in *glp*‐*1* mutants appear to be induced by PA14 infection (Table S8). The inactivation of two such genes did not reduce PA14 resistance in our study. However, considering the limitations of feeding RNAi, the broader relevance of NHR‐49‐driven lipid metabolic changes in PA14 response remains to be investigated.

Why does NHR‐49 expression in different tissues impart distinctive effects on immunity and longevity? As with any array‐based transgene study, the possibility that these effects were produced by nonphysiological NHR‐49 overexpression cannot be overruled. However, we believe this is unlikely because our conclusions are based on the differential rescue of longevity versus immunity phenotypes conferred by the same transgene in a given mutant genetic background. Further, introducing these transgenes into tissues of WT animals (with physiological levels of NHR‐49) or *glp*‐*1* mutants (that had elevated NHR‐49) did not produce the same effects suggesting that simply elevating NHR‐49 levels is not sufficient. In fact, expression in the *glp*‐*1* background appeared to be widely detrimental. We did not see differences in NHR‐49 sub‐cellular localization too, and our experiments with NHR‐49*^et7^* and Fenofibrate suggest that tissue‐specific activation may not be the major determinant either. It can possibly be attributed to the presence of tissue‐specific cofactors that help orchestrate local expression profiles. DAF‐16 in neurons relies on FKH‐9 to drive expression of memory and axon regeneration genes (Kaletsky et al., 2016), whereas its intestinal transcriptome is shared with PQM‐1 (Tepper et al., 2013). NHR‐49 partners with NHR‐80 and NHR‐13 to regulate fatty acid desaturation (Folick et al., 2015; Goudeau et al., 2011; Pathare et al., 2012), and with NHR‐71 to modulate germline‐less longevity, respectively (Ratnappan et al., 2016). Of these, we found only *nhr*‐*80* RNAi to induce a small reduction in survival on PA14 (Table S9). The roles of NHR‐71 and NHR‐13 cannot be obviated though due to the ambiguities associated with feeding RNAi. Other NHR‐49 partners, including 11 NHRs that promote *glp*‐*1* longevity (Ratnappan et al., 2016), may also serve as tissue‐specific co‐regulators. Like NHR‐49, PPARα has roles in starvation‐induced fatty acid oxidation, oxidative stress, heat resistance, inflammation and immunotolerance against commensal gut microbiota (Bougarne et al., 2018; Christofides et al., 2020; Manoharan et al., 2016). It will be interesting to ask whether the immunity‐promoting function of NHR‐49 also extends to mammalian PPARα.

## 4 MATERIALS AND METHODS

### 4.1 *C*. *elegans* strains and life span assays

All strains were maintained by standard techniques at 20℃ or 15℃ on nematode growth medium (NGM) plates seeded with an *E*. *coli* strain OP50. For experiments involving RNAi, NGM plates were supplemented with 1 ml 100 mg/ml Ampicillin and 1 ml 1 M IPTG (Isopropyl β‐D‐1‐thiogalactopyranoside) per liter of NGM. The main strains used in this study include N2 (wild type), CF1903 *[glp*‐*1(e2144)* *III]*, AGP12a *[nhr*‐*49(nr2041)I]*, AGP22 [*nhr*‐*49(nr2041)I*;*glp*‐*1(e2141)III]*, AGP110 *[nhr*‐*49(et7)I]*. All strains listed in Table S10. Life span experiments were performed as previously described (Amrit et al., 2014). For life span in the *glp*‐*1* background, eggs were kept at 20℃ for 2–6 h, grown to the L4 stage at 25℃, then shifted back to 20℃ for remaining life span. In life span assays, the L4 stage was counted as Day 0 of adulthood. Fertile strains were transferred to fresh plates every other day to separate parents from progeny. Animals that exploded, bagged, crawled off the plate, or became contaminated were marked as censored upon observation. The program Online Application of Survival Analysis 2 (OASIS 2) (Han et al., 2016) was used for statistical analysis of both life span and pathogen stress assays. *p*‐Values were calculated using the log‐rank (Mantel–Cox) test (Han et al., 2016). Results were graphed using GraphPad Prism (version 8).

### 4.2 Pathogen survival assays

For survival assays on PA14, Luria Bertani (LB) agar plates were streaked with PA14 bacteria from −80℃ glycerol stocks, incubated at 37℃ overnight and stored at 4℃ for ≤1 week. Single PA14 colonies from streaked plates were then inoculated into 3 ml King’s Broth (Sigma) overnight (16–18 h) in a 37℃ shaking incubator. 20 μl of this culture was seeded onto slow‐killing (NGM with 0.35% peptone) plates and incubated at 37℃ for 24 h (Keith et al., 2014; Tan & Ausubel, 2000). Seeded PA14 plates were kept at room temperature for 24 h before use. PA14 survival assays were performed as previously described (Keith et al., 2014). Age‐matched *C*. *elegans* strains were grown under the same conditions and selected at the L4 stage as for the life span experiments. 25–30 L4 worms per plate were transferred to each of five PA14 plates per strain and maintained at 25℃ till the end of their lives. Strains were monitored at 6–12 h intervals to count living, dead, and censored animals as described above. Living animals were transferred to fresh PA14 plates each day for 3–4 days. Statistical analysis of survival data was performed on OASIS 2, and representative trials were graphed with GraphPad Prism (version 8). For RNAi experiments, the same protocol was followed except for growing worms from egg‐to‐L4 stage on plates seeded with bacteria (HT115) containing RNAi constructs or empty vector control (pAD12).

### 4.3 RNA sequencing and data analysis

RNA was isolated from three biological replicates of Day 2 adults of CF1903 (*glp*‐*1)* and AGP22 (*nhr*‐*49*;*glp*‐*1)* strains, grown as described above. Following 7 freeze thaw cycles, approximately 3,000 worms were harvested for RNA using the TRIzol method. RNA was checked for quality and quantity using the Agilent Tapestation and Qubit Fluorometry. Sequencing libraries were prepared using the TruSeq stranded mRNA (PolyA+) kit, and the samples were then subjected to 75 base pair paired‐end sequencing on an Illumina NextSeq 500 sequencer at the Univ. of Pittsburgh Genomics Research Core. Sequencing data were analyzed using the CLC Genomics Workbench (Version 20.0.3) employing the RNA‐Seq pipeline. Differentially regulated genes were filtered for significant changes based on the criteria of >2 fold change in expression, *p* Value of <0.05 and a false discovery rate (FDR) of <0.05. The raw RNAseq data has been uploaded to GEO and is available with accession series GSE158729.

### 4.4 Gene Ontology analyses

Genes that were differentially regulated in a statistically significant manner were classified into two groups as either upregulated (UP) or downregulated (DOWN) NHR‐49 targets. These groups were analyzed for enrichment of gene classes based on Gene Ontology (GO) terms using *C*. *elegans* centered publicly available online resources, Wormbase Gene Set Enrichment Analysis tool (https://wormbase.org/tools/enrichment/tea/tea.cgi) and WormCat (http://wormcat.com/) (Holdorf et al., 2020). Representation Factor was calculated at http://nemates.org/MA/progs/overlap_stats.html.

### 4.5 Quantitative PCRs

RNA was isolated as mentioned above, quantified using a Nanodrop and DNAse treated (DNAse kit, Sigma AMPD1). The RNA was then reverse transcribed into cDNA using the High‐Capacity cDNA Reverse Transcription kit (Applied Biosystems, 4368814) following the manufacturer's recommendations. RNA samples were collected from three independently isolated “biological replicates,” and three “technical replicates” of each strain/condition were tested for a given biological replicate. Quantitative PCRs were conducted using the PowerUp SYBR Green Master Mix kit (Applied Biosystems A25741) on the CFX Connect Machine (BioRad). Gene expression data were analyzed using the ΔΔ*C*_t_ method and normalized to the housekeeping gene, *rpl*‐*32*. Melt curves for all reactions were run confirming the integrity of the reaction. Primer sequences are included in Table S11.

### 4.6 Transgenic strain generation

Tissue‐specific NHR‐49 expressing strains were generated by plasmid microinjection. A control P*nhr*‐*49*::*nhr*‐*49*::*gfp* (pAG4) construct, which drives NHR‐49 expression via its endogenous promoter, was created as previously described (Ratnappan et al., 2014). To drive NHR‐49 expression in other tissues, 4.4 kb coding region of *nhr*‐*49* was first amplified with modified primers to introduce SbfI and SalI restriction sites at the 5′ end and SmaI at the 3′ end of the coding region. This product was cloned into the GFP expression vector pPD95.77 (Addgene plasmid 1495) upstream of, and in frame with, GFP. Individual tissue‐specific promoters were then amplified and ligated independently into this plasmid using primers modified with the forward primer including SbfI and the reverse including SalI to create plasmids for expressing NHR‐49 in the muscle (P*myo*‐*3*::NHR‐49::GFP), intestine (P*gly*‐*19*::NHR‐49::GFP), hypodermis (P*col*‐*12*::NHR‐49::GFP), and neurons (P*unc*‐*119*::NHR‐49::GFP). Each of the five constructs was then injected at a concentration of 100 with 15 ng/mL of P*myo*‐*2*::*mCherry* co‐injection marker into *nhr*‐*49*, *nhr*‐*49*;*glp*‐*1*, *glp*‐*1*, and WT animals to create transgenic strains carrying the individual extragenic arrays. The *et7* mutation (C > T) was introduced into *Punc*‐*119*::*nhr*‐*49*::*GFP* and *Pcol*‐*12*::*nhr*‐*49*::*GFP* plasmids using the Q5 Site‐Directed Mutagenesis Kit from (New England Biolabs, E0554S). Plasmids were sequenced to confirm the presence of the *et7* mutation and then injected into WT, *nhr*‐*49* and *nhr*‐*49*;*glp*‐*1* animals as described above. No viable transgenics were obtained for *nhr*‐*49* mutants expressing *Pcol*‐*12*::*nhr*‐*49*::*GFP* and *nhr*‐*49*;*glp*‐*1* *mutants* expressing either *Punc*‐*119*::*nhr*‐*49*::*GFP* or *Pcol*‐*12*::*nhr*‐*49*::*GFP*. For each of the 23 transgenic strains generated in this study, 2–4 independent transgenic lines were generated. Transgene‐carrying strains were maintained and selected for life span and pathogen stress assays using a Leica M165C microscope with a fluorescence attachment. A complete listing of all strains used in this study is provided in Table S10, and primer sequences are in Table S11.

### 4.7 Fenofibrate supplementation assay

100 μL of 10 μM Fenofibrate (Sigma F6020) in 0.1% DMSO was placed onto both NGM and slow‐killing plates before seeding with OP50 or PA14, respectively, as described above (Brandstädt et al., 2013; Leiteritz et al., 2020). Upon the drying and growth of the bacterial lawn, eggs were grown to L4 on either the Fenofibrate or 0.1% DMSO control plates and then were transferred to PA14 plates (similarly supplemented with Fibrate or DMSO) at L4 larval stage and survival monitored. Worms were transferred to fresh plates as described above.

### 4.8 GFP fluorescence imaging and quantitation

GFP expression in transgenic strains was quantified using the COPAS Biosorter (Union Biometrica) as described in Pujol et al. (2008). For setup, progeny of transgenic mothers were grown to the Day 1 of adulthood (when fluorescent signal became clear) under normal conditions on *E*. *coli* OP50 or HT115 RNAi control strains at 20℃. For strains with the *glp*‐*1* mutation, eggs were kept at 20℃ for 2–6 h then grown to Day 1 at 25℃. Day 1 adults were transferred to PA14 plates or OP50 control plates and maintained 25℃ for 24 h before imaging and quantification. Each strain was washed into the COPAS sample cup with ~5 ml deionized water for measurement of individual worms. Intensity of green fluorescence of each animal was normalized to the axial length measured (i.e., GFP fluorescence divided by time‐of‐flight). Statistical significance was determined using one‐way nonparametric ANOVA with Dunn’s post hoc test (Graphpad Prism). Representative whole‐body images of transgenic worms were taken using 10 mM Sodium Azide for immobilization and imaged at 20× magnification using a Leica DM5500B compound scope with LAS X software (Leica).

### 4.9 NHR‐49:GFP nuclear localization

Worms were grown to the L4 on OP50 and transferred to control *E*. *coli* OP50 or PA14 plates as described above. Following 16 h of exposure, animals were immobilized and mounted on agar pads with 20 mM Levamisole and imaged using a Leica DM5500B compound scope. Image acquisition and analysis was performed using LAS X software (Leica). For each of the two trials, an average of two to four of the first six anterior intestinal cells was assessed for GFP localization from ≥10 worms. For each intestinal cell, the size normalized nucleus‐to‐cytoplasm GFP intensity ratio was calculated using the Fiji (ImageJ) software by selecting the nuclear or cytoplasmic area and measuring corrected total cell fluorescence (CTCF) to obtain the nuclear CTCF/cytoplasmic CTCF ratio per cell. An unpaired *t* test with Welch’s correction was used to determine statistical significance.

## CONFLICT OF INTEREST

The authors declare no conflict of interest.

## AUTHOR CONTRIBUTIONS

AG conceived the project and designed the experiments; NN, FG, RR, JL, NB, and AG performed the experiments; AG and NN wrote the manuscript with input from the other authors.

## Supporting information

Fig S1 Click here for additional data file.

Fig S2 Click here for additional data file.

Fig S3 Click here for additional data file.

Fig S4 Click here for additional data file.

Fig S5 Click here for additional data file.

Fig S6 Click here for additional data file.

Table S1 Click here for additional data file.

Table S2‐S11 Click here for additional data file.

## Data Availability

The experimental data, including RNAseq data, are available in the supplementary materials of this publication. Materials and protocols are detailed in the methods section and further questions can be sent to the corresponding author. The raw RNAseq data has been uploaded to GEO and is available with accession series GSE158729. this information has been added to the methods section.

# Supplementary material for: Cell nonautonomous roles of NHR‐49 in promoting longevity and innate immunity
**Source:** Aging Cell. 2021 Jun 22;20(7):e13413. doi: 10.1111/acel.13413
**Supplement:** Supplementary file 1 — Fig S1

(S1a) Strains compared by RNA-Seq in present study

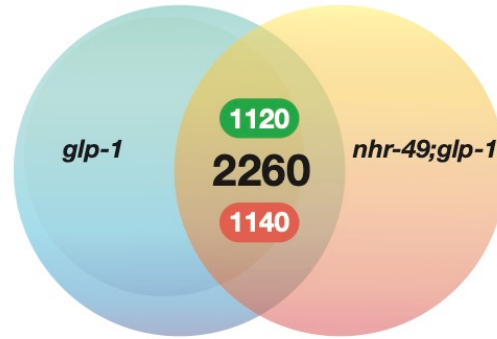

(S1b) Comparison of NHR-49 targets with DAF-16 and TCER-1 targets in *glp-1* mutants

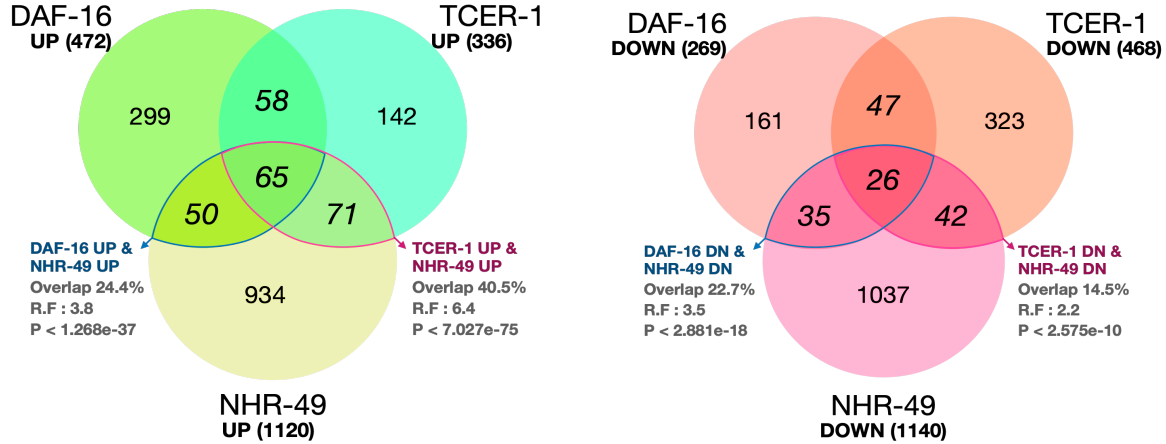

(S1c) NHR-49 UP genes (this study) with previously-identified roles in *glp-1* longevity (Amrit et al., PLoS Gen. 2016)

| Wormbase Gene ID | Public Name     | Overlapping Group  | Avg. % Suppression of Lifespan |
|------------------|-----------------|--------------------|--------------------------------|
| WBGene00000966   | <i>dhs-2</i>    | DAF-16 & TCER-1 UP | -14                            |
| WBGene00000981   | <i>dhs-18</i>   | DAF-16 & TCER-1 UP | -12                            |
| WBGene00001387   | <i>far-3</i>    | DAF-16 & TCER-1 UP | -12                            |
| WBGene00001500   | <i>ftn-1</i>    | DAF-16 & TCER-1 UP | -18                            |
| WBGene00001777   | <i>gst-29</i>   | DAF-16 & TCER-1 UP | -15                            |
| WBGene00004818   | <i>skr-12</i>   | DAF-16 & TCER-1 UP | -22                            |
| WBGene00004994   | <i>spp-9</i>    | DAF-16 & TCER-1 UP | -12                            |
| WBGene00004997   | <i>spp-12</i>   | DAF-16 & TCER-1 UP | -14                            |
| WBGene00007140   | <i>cyp-29A4</i> | DAF-16 & TCER-1 UP | -15                            |
| WBGene00010706   | <i>cyp-14A2</i> | DAF-16 & TCER-1 UP | -17                            |
| WBGene00011362   | <i>cest-1.1</i> | DAF-16 & TCER-1 UP | -19                            |
| WBGene00013904   | <i>ugt-6</i>    | DAF-16 & TCER-1 UP | -21                            |
| WBGene00017390   | F12A10.1        | DAF-16 & TCER-1 UP | -11                            |
| WBGene00020413   | T10E9.3         | DAF-16 & TCER-1 UP | -22                            |
| WBGene00020909   | W01A11.1        | DAF-16 & TCER-1 UP | -17                            |
| WBGene00000975   | <i>dhs-12</i>   | DAF-16 UP          | -17                            |
| WBGene00003473   | <i>mtl-1</i>    | DAF-16 UP          | -22                            |
| WBGene00012404   | Y6G8.2          | DAF-16 UP          | -18                            |
| WBGene00014030   | <i>glb-1</i>    | DAF-16 UP          | -15                            |
| WBGene00021491   | <i>comt-4</i>   | DAF-16 UP          | -11                            |
| WBGene00000982   | <i>dhs-19</i>   | TCER-1 UP          | -22                            |
| WBGene00000986   | <i>dhs-23</i>   | TCER-1 UP          | -20                            |
| WBGene00000988   | <i>dhs-25</i>   | TCER-1 UP          | -21                            |
| WBGene00007362   | <i>cyp-35C1</i> | TCER-1 UP          | -17                            |
| WBGene00007848   | <i>cytb-5.1</i> | TCER-1 UP          | -21                            |
| WBGene00007963   | <i>cyp-25A1</i> | TCER-1 UP          | -10                            |
| WBGene00008499   | <i>cyp-37A1</i> | TCER-1 UP          | -22                            |
| WBGene00010659   | K08D8.5         | TCER-1 UP          | -15                            |
| WBGene00011830   | <i>cyp-29A2</i> | TCER-1 UP          | -10                            |
| WBGene00013594   | Y872A.2         | TCER-1 UP          | -15                            |
| WBGene00015400   | <i>cyp-35A2</i> | TCER-1 UP          | -16                            |
| WBGene00015692   | <i>ugt-25</i>   | TCER-1 UP          | -14                            |
| WBGene00016786   | <i>cyp-35A4</i> | TCER-1 UP          | -20                            |
| WBGene00018958   | <i>cest-27</i>  | TCER-1 UP          | -11                            |
| WBGene00019473   | <i>cyp-35A5</i> | TCER-1 UP          | -13                            |

How the deposited data were processed for this re-analysis (not part of the article)

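RNA-Seq libraries of Day 2 adults of glp-1 and nhr-49;glp-1 mutants were analysed, 4 per strain by the labels. The authors mapped and counted 75 base pair paired-end reads from stranded polyA libraries with the CLC Genomics Workbench and deposited a score per gene in place of the count. Tested on the values, each deposited score is the whole part of the natural log of 1 plus the read count, on a scale whose fixed maximum is the most abundant gene of the library. The lowest 59 distinct scores of every library fall on this scale, and rounding to the nearest or upward does not give them.

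Scores were decoded to whole reads. Between 50.2% and 54.7% of detected genes per library are exact, and the others are known to within 0.691% from rounding and 1.67% from the scale of a library, which was run at both ends. Libraries held 17407552, 16612919, 12940025 and 16743963 reads in nhr-49;glp-1 and 14892221, 15998061, 16704110 and 14625665 reads in glp-1, on 46739 listed genes. Whether a count is a read or a read pair is not known. Intervals and floors cover counting error only, and the floor for genes with 0 reads is 3 reads over the libraries of a strain. Of the gene names, 91.9% were matched to the WBcel235 annotation, release 115, by name, with the annotated gene required to overlap the gene in the files; all matches lie on the same chromosome and 98.9% have both ends within 2000 bp. Coordinates are those of the files, counted from 1.

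The decoded reads were scaled by the trimmed mean of M values (trims of 0.3 and 0.05) to CPM and tested on log2(CPM + 1) with limma 3.58.1 and its intensity trend in R 4.3.3, for 12032 genes with a mean of at least 1 CPM. The plan, written before the data were examined, foresaw counts or normalized values as deposited; scores from separate libraries are not comparable, so decoding and scaling were added to the test planned for normalized values. A call needed a fold change above 2 and a Benjamini-Hochberg adjusted p under 0.05, the thresholds of the paper's methods. Single genes were also compared by exact two-sided permutation tests over 70 assignments of 4 and 4 libraries. These permutation tests do not use the pairing of libraries by replicate number. Gene families (20, by name) and marker lists (7) were tested with camera (preset correlation 0.01), fry and camera with an estimated correlation, and families also with Fisher's exact test.

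Genes named in the text are those mutated in the strains, the normaliser rpl-32, those the paper names as targets or labels in Figure 1b, fat-7, the genes of Figure S1c as a tally, the 5 largest rises and 5 largest falls among called genes with no overlap between strains and at least 10 CPM in the higher strain, and the neighbours of clec-190 on chromosome IV, chosen from their values in the paper's Table S1. Family and list members enter as tallies. Other genes named were chosen after their values were seen.

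Replicate numbers pair the libraries, since the paper's Table S1 gives a shared day of RNA measurement for equal numbers. Deviations from the strain means of equally numbered libraries correlated across 12032 genes at 0.29, 0.13, 0.20 and 0.09 for replicates 1 to 4; genes are not independent replicates. The main comparison has no block, and the paper's methods do not say whether one was used. In simulated libraries of this comparison, 12024 genes were tested. Of genes changed 2.5-fold 70% were called, of those changed 4-fold 96% and of those changed 8-fold 100%. Of 11824 unchanged genes 0 were called, and 10 of 10 planted runs of neighbours were found. The simulation used the same dispersion of 0.05 for all genes, 200 changed genes and no replicate effect. It therefore does not cover genes whose replicates spread widely, such as acs-2.

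Alternatives covered the scaling, filter, pseudocount, variance model, blocks, libraries left out, thresholds and set tests. Total-count scaling, voom, the summing of replicates 1 and 2 and the ends of the decoding range were added after the data were seen. Gene lists of the paper's Table S1 that are incomplete in the copy used were left out, as were comparisons with gene lists of earlier studies.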

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

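The comparison of each library with the others of its strain and the limma and camera tests of the main comparison were set before the data were examined. So were quantile normalization and the camera test with the correlation between genes estimated. The other tests in this part, total-count scaling among them, were chosen after the results were seen. A sample far from the other 3 of its strain was found in 5 of 61 groups of 4 libraries, and chance alone gives about 1 in 20. In glp-1, replicate 3 had 123.8 CPM of nhr-49 against 104.6 to 107.4 in the others, 49.7 CPM of fat-7 against 24.5 to 26.9 and 14.4 CPM of ins-7 against 3.49 to 5.21. Replicate 4 of glp-1 had 855.8 CPM of rpl-32 against 1056 to 1094. Replicate 3 of nhr-49;glp-1 had 262 CPM of F33H12.7 against 141 to 147. No biological explanation was tested for these libraries.

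A signal on chromosome IV takes in clec-190, which the paper discusses, and 3 neighbours of it. The genes M199.2, clec-190, M199.9 and col-135, within 23014 bp from 15108773 to 15131786, had 2 reads in all in nhr-49;glp-1 and 8023 in glp-1. Lower depth does not account for this, since nhr-49;glp-1 had 102.4% of the reads of glp-1. Of the 9 genes with at most 1 read in every nhr-49;glp-1 library and a mean of at least 40 reads in glp-1, 4 lie in this span, and a permutation test with 10000 random draws of expressed genes gave p = 0.0001, the smallest they can give, which argues against silencing of genes placed at random. A candidate explanation is a deletion of the region in the nhr-49;glp-1 strain. The 4 other genes with a read in a window around the span had 0 reads in nhr-49;glp-1 and 7 in glp-1 (exact binomial test against the share of total reads, p = 0.00719, for counting error only), as a deletion would give. Silencing of the whole region, through NHR-49 or otherwise, would give the same and stays open, since DNA reads were not analysed here.

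In the other direction, 14 genes had at most 1 read in every glp-1 library and a mean of at least 40 reads in nhr-49;glp-1. A single deletion in glp-1 is argued against, since 0 of the 14 genes are neighbours. Separate differences between the strains' DNA and regulation stay open and were not tested.

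Ribosomal protein genes, which the paper does not discuss apart from its normaliser rpl-32, had a median log2 fold change of -0.95 in nhr-49;glp-1 and took 5.81% of reads there against 9.45% in glp-1. The normaliser itself had a log2 fold change of -0.99 (standard error 0.13, limma adjusted p = 1.5e-04). The family median was -0.73 under total-count scaling and -0.60 with quantile normalization, a setting fixed beforehand that moved it most (rpl-32 at -0.77 and -0.67). It stayed past the camera threshold with both, so the scaling may make up part of the change but not the whole of it. Other genes matched on length and level had a median of -0.0283, which argues against short length. Vitellogenins took on average -3.67 percentage points of reads in nhr-49;glp-1 relative to glp-1, which argues against their displacing other reads as the whole cause. This holds for replicates 1 to 3 and not for replicate 4, where they took 17.9% of reads in nhr-49;glp-1 and 16.7% in glp-1 and where the ribosomal share was lowest (4.23%). With the correlation between genes estimated, the family did not pass (adjusted p = 0.477). A difference in physiology between the strains stays open, as do differences in RNA handling, and neither was tested.

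Mitochondrially encoded genes had a median log2 fold change of -1.04, with 7 of 12 called lower. The median was -0.83 under total-count scaling and -0.79 with quantile normalization, still past the camera threshold with both, which argues against the scaling as the whole cause. The share of polyadenylated mitochondrial RNA captured could differ between preparations, which was not tested.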

How the results depend on the processing

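Total-count scaling, voom, the sum of replicates 1 and 2 and the ends of the decoding range were chosen after the results were seen, and the others in this part before the data were examined. Under every setting of scaling, filter, pseudocount, variance model, block, decoding and libraries, 100% of the tested Table S1a genes were lower in nhr-49;glp-1, and Figure S1c genes called lower ranged from 31 to 35. A threshold of 4-fold left 25 of them. Family over-representations ranged from 17 to 23. Without a fold threshold there were 2642 lower and 2844 higher genes, and above 4-fold 193 and 219, by construction. With a block for replicate number or for the RNA day, 693 genes were lower and 753 higher. With 1 library or replicate number left out, 664 to 736 were lower and 716 to 815 higher.

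With the correlation between genes estimated, 0 gene families and 0 marker lists passed the camera threshold. Marker lists past it, 2 in the main comparison, were 3 with a minimum mean of 5 CPM and 3 with fry, adult collagens being the added list (adjusted p = 0.0184 and 0.0131). They were 1 with quantile normalization, 1 without a filter, 1 with replicates 1 and 2 summed and 1 to 2 with libraries left out. It was 1 without replicate 1 of nhr-49;glp-1, replicate 2 of nhr-49;glp-1 or replicate 3 of glp-1, and also without replicate 1, 2 or 3 of both strains. Vitellogenins are the list that no longer passed. With a minimum mean of 5 CPM, 37 runs of adjacent changed genes were found, where fewer genes were tested. The median difference from the paper's Table S1a, 0.16 in the main comparison, was -0.00866 with a pseudocount of 0.01, -0.00127 with voom, 0.35 with total-count scaling and 0.30 without a filter. It ranged from 0.13 to 0.27 with libraries left out, highest without replicate 3 of nhr-49;glp-1.

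Directions reversed mostly for values near 0. With quantile normalization tcer-1 was -0.0543, and with replicates 1 and 2 summed it was -0.0112 and the median of the molt list 0.0140. Without a filter the dod and dct genes were -0.0232 and the sperm list 0.0839. With a minimum mean of 5 CPM, lysozymes were -0.65, heat shock proteins 0.15, the oocyte list 0.0909 and the molt list 0.0272. The oocyte list was 0.00190 and the molt list 0.00643 with a pseudocount of 0.1, and the oocyte list 0.00218 with 0.01 and 0.000348 at the low end of decoding. Total-count scaling, which raised all genes by a median of 0.20, turned nhr-71 to 0.13, collagens to 0.0509, heat shock proteins to 0.0727, the sperm list to 0.0718, the oocyte list to 0.19 and the molt list to 0.14. With libraries left out, tcer-1 ranged from -0.0920 to 0.0823, the oocyte list from -0.0922 to 0.12, the Notch list from -9.8e-05 to 0.14 and the molt list from -0.30 to 0.0382. Apart from the changes by construction, the cause was not tested.

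Among named genes, 884 comparisons kept direction and side of the threshold, 5 were weaker (hacd-1), 5 were stronger (rpl-32, from -1.01 to -1.07) and 9 were reversed (tcer-1 and nhr-71). The rpl-32 call appeared without replicate 1, 2 or 3 of nhr-49;glp-1, replicate 4 of glp-1 or replicate 3 of both strains. Among gene families 515 comparisons kept both, 29 were weaker, 11 stronger and 5 reversed. DESeq2 alone, its size factors in an edgeR fit and edgeR quasi-likelihood on recovered reads were not run. For 2.5-fold changes 70% were called on simulated data.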

Differences from the paper's values

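The values in this part that come from voom and total-count scaling rest on tests chosen after the result was seen. The paper gives 1120 UP genes, against 691 here. Of the alternatives set before the data were examined, pseudocounts of 0.1 (854) and 0.01 (876) come within 1.5 times the paper's number, and the others do not. The paper gives 1140 DOWN genes, against 751 here. Of the same alternatives, pseudocounts of 0.1 (913) and 0.01 (929), no filter (766), and leaving out replicate 2 of nhr-49;glp-1 (764), replicate 3 of glp-1 (815), replicate 4 of glp-1 (766) or replicate 3 of both strains (768) come within that range, and the others do not. Chosen after the values were seen, voom gave 869 and 917, with 852 of the paper's UP genes called, and total-count scaling gave 1004 DOWN genes, with 506 of the paper's UP genes called.

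Of 18 genes whose log2 fold changes were compared with the paper's Table S1, all 18 had the same sign and 15 differed by more than the replicate SD with a pseudocount of 1 CPM, 2 of them (M199.2 and M199.9) by values that the pseudocount sets. The 3 that did not were acox-1 (the paper's -2.39, here -2.36), hacd-1 (the paper's -1.03, here -1.03) and dod-3 (the paper's -2.38, here -2.31). The paper's value is -9.14 for acs-2 (here -5.83), -11.65 for clec-190 (-6.11), -6.56 for clec-3 (-2.44), -8.29 for dhs-18 (-5.77), -10.1 for spp-12 (-6.51), -10.41 for cyp-14A3 (-6.71), -8.52 for clec-206 (-3.15), -10.49 for fat-7 (-4.94) and -11.36 for col-135 (-5.80). For these, a pseudocount of 0.01 brings the value within the replicate SD of the paper's, and none of the other alternatives set before the data were examined does. All values here are differences of mean logs, which depart from the ratio of mean CPM where replicates spread widely, as for acs-2 and spp-12. Ratios of mean CPM were not compared with the paper's values. The paper's value is -9.13 for M199.2 (-2.36) and -9.58 for M199.9 (-2.63). These genes had 0 reads in nhr-49;glp-1, so the values here are set by the pseudocount and do not measure a difference from the paper's, at 0.01, where they come within the SD, or at the other settings, where they do not. As bounds, M199.2 was at least 94.1-fold and M199.9 at least 128.5-fold lower in nhr-49;glp-1, below the paper's folds.

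The paper's value is -8.71 for spp-9 (here -5.79), -7.14 for cyp-25A1 (-6.62), -8.05 for cpt-5 (-6.69) and -6.54 for dhs-2 (-6.14). Pseudocounts of 0.1 and 0.01 close these gaps, and for dhs-2 so does leaving out replicate 2 of both strains (-6.32), while the other alternatives set before the data were examined do not. Chosen after the values were seen, voom also reaches the paper's values for those genes and for acs-2 (-8.26), clec-190, clec-3, dhs-18, spp-12, cyp-14A3, fat-7 and col-135, and not for clec-206.

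Of the genes in Figure S1c, which the paper draws from the UP class, ugt-25 and cyp-29A4 were lower here but not called. Of the settings run, leaving out replicate 2 of glp-1 calls both. The call of ugt-25 alone appeared without replicate 4 of nhr-49;glp-1, without replicate 1 of glp-1, without replicate 1 or 2 of both strains and without a fold threshold, and with replicates 1 and 2 summed, a setting chosen after the values were seen that called 702 of the paper's UP genes.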

Other observations

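The comparison of other splits of the libraries, the number of runs, the family tallies and the fold changes of named genes were planned. So were the camera and fry tests of the marker lists, the minimum mean of 5 CPM and the leaving out of libraries. The other tests in this part, total-count scaling among them, were chosen after the result was seen. Of the 35 splits of the 8 libraries into 4 and 4, only 1, the real one, gave as many called genes (1442, at most 1 in another split). Chance can be excluded for that number when all splits are counted, if the 4 libraries of a strain are independent. Libraries are paired, and of the 8 splits that part all 4 pairs again only the real one gave as many, the others giving 0, but 8 splits are too few to exclude chance on their own. In those others each group mixes the strains. The split that parts the RNA day of replicates 1 and 2 from the separate days of replicates 3 and 4 gave 1 called gene. With at most 1 called gene, the other splits could not give family over-representations (21 in the real split), Figure S1c genes called lower (33) or runs of adjacent changed genes (57), so their counts of 0 exclude nothing beyond the call count. Chance cannot be excluded for families past the camera threshold (12, at most 12), with 3 splits as large, or for marker lists (2, at most 3), with 11 splits as large. The 16 splits with 3 libraries of 1 strain in each group, which hold part of the strain difference, gave at most 12 families, and the 18 splits with 2 gave at most 8 families and 3 lists. Among the 8 pair-parting splits, the real one included, 2 gave as many families and 2 as many lists as the real split.

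Changed genes of 1 direction lay side by side in 57 runs of at least 3 genes. Random orders within chromosomes gave a median of 7 and at most 20 (permutation test, p = 0.0001, the smallest 10000 orders can give). With neighbours of 1 name stem counted once, 40 runs were left against a median of 6 and at most 16 (permutation test, p = 0.0001, again the smallest). Random placement and copies that share a name are argued against as the whole cause. Neighbours with sequence names, such as C10C5.2 to C10C5.5, were not merged, so copies among them stay open. Regulation of neighbours together and differences in strain background stay open as well, and none of these was tested.

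Within glp-1, 82 genes of at least 5 mean CPM differed over 2-fold between replicates 1 and 2 and replicates 3 and 4. Replicates 1 and 2 were measured on the same day, and replicates 3 and 4 each on a separate day. Of these genes 58 (70.7%) differed the same way in nhr-49;glp-1. Other groupings of the replicates gave 4 genes over 2-fold, 1 of them the same way, and 3, all 3 the same way. Across all genes of that level, the differences in the 2 strains correlated at 0.26 for the day, 0.0308 for replicates 1 and 3 and 0.29 for replicates 1 and 4 against the others. The count is consistent with an effect of the day, or of worms grown for it, shared by both strains, but by the correlation the day stands out no more than another grouping, so an effect of single replicate pairs stays open as well. Of 615 lower genes at that level, 21 were over 2-fold higher in replicates 3 and 4 of glp-1 and 7 lower. The days could also differ in the age or state of the worms, which was not tested.

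The marker lists were measured for signs of germline or stage differences between the strains. Of 59 sperm genes 10 were tested (median log2 fold change -0.08, camera adjusted p = 0.546), of 54 oocyte and germline genes 15 (-8.8e-05, 0.936), of 6 germline stem cell and Notch targets 3 (0.10, 0.936), of 26 molt and larval cuticle genes 20 (-0.0041, 0.546) and of 7 adult collagens 6 (-0.39, 0.393). The adult collagens passed with fry (adjusted p = 0.0131) and with a minimum mean of 5 CPM (-1.01, camera adjusted p = 0.0184), and over all alternatives their adjusted p ranged from 0.0131 to 0.919. All 6 vitellogenins (-1.07, 0.0373), which are also 1 of the families, and all 12 mitochondrially encoded genes (-1.04, 1.8e-05) were lower. The sperm and oocyte lists together had a median of -0.0239. Residual germline in 1 strain cannot be told apart from none, since most of the listed genes were below the minimum and members moved both ways.

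Among other genes that the paper names, nhr-80 had a log2 fold change of 0.55, nhr-13 of -0.66, nhr-71 of -0.08, daf-16 of -0.34 and tcer-1 of 0.0079. Under total-count scaling these were 0.76, -0.47, 0.13, -0.13 and 0.22, in the same order. Labelled genes of Figure 1b had 2.31 (dod-20), -2.31 (dod-3), -3.15 (clec-206), 3.79 (C50F7.5), 1.92 (clec-27) and 1.99 (lys-10). The value of C50F7.5 was 3.13 without replicate 2 of glp-1 and 4.62 without replicate 3 of glp-1. Of the remaining families, 18 of 58 UDP-glucuronosyltransferases were called lower and 5 higher, 3 of 35 glutathione S-transferases lower and 5 higher, and 21 of 121 collagens lower and 2 higher. For nuclear hormone receptors, 1 of 190 was called lower and 10 higher, for heat shock proteins 2 of 19 lower and 5 higher, and for infection response genes 0 of 3 lower and 1 higher.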
